# Intestinal stem cell overproliferation resulting from inactivation of the APC tumor suppressor requires the transcription cofactors Earthbound and Erect wing

**DOI:** 10.1371/journal.pgen.1006870

**Published:** 2017-07-14

**Authors:** Ai Tian, Hassina Benchabane, Zhenghan Wang, Chloe Zimmerman, Nan Xin, Jessica Perochon, Gabriela Kalna, Owen J. Sansom, Chao Cheng, Julia B. Cordero, Yashi Ahmed

## Abstract

Wnt/β-catenin signal transduction directs intestinal stem cell (ISC) proliferation during homeostasis. Hyperactivation of Wnt signaling initiates colorectal cancer, which most frequently results from truncation of the tumor suppressor Adenomatous polyposis coli (APC). The β-catenin-TCF transcription complex activates both the physiological expression of Wnt target genes in the normal intestinal epithelium and their aberrantly increased expression in colorectal tumors. Whether mechanistic differences in the Wnt transcription machinery drive these distinct levels of target gene activation in physiological versus pathological states remains uncertain, but is relevant for the design of new therapeutic strategies. Here, using a Drosophila model, we demonstrate that two evolutionarily conserved transcription cofactors, Earthbound (Ebd) and Erect wing (Ewg), are essential for all major consequences of *Apc1* inactivation in the intestine: the hyperactivation of Wnt target gene expression, excess number of ISCs, and hyperplasia of the epithelium. In contrast, only Ebd, but not Ewg, mediates the Wnt-dependent regulation of ISC proliferation during homeostasis. Therefore, in the adult intestine, Ebd acts independently of Ewg in physiological Wnt signaling, but cooperates with Ewg to induce the hyperactivation of Wnt target gene expression following *Apc1* loss. These findings have relevance for human tumorigenesis, as Jerky (JRK/JH8), the human Ebd homolog, promotes Wnt pathway hyperactivation and is overexpressed in colorectal, breast, and ovarian cancers. Together, our findings reveal distinct requirements for Ebd and Ewg in physiological Wnt pathway activation versus oncogenic Wnt pathway hyperactivation following *Apc1* loss. Such differentially utilized transcription cofactors may offer new opportunities for the selective targeting of Wnt-driven cancers.

## Author summary

The identification of effective therapy for colorectal cancer, which is a leading cause of cancer-related death, is imperative. Wnt pathway components have promise as therapeutic targets, since more than 90% of colon cancers are triggered by mutations that overactivate this pathway, particularly in the tumor suppressor *APC*. However, as Wnt signaling is also required for normal intestinal homeostasis, the selective therapeutic targeting of oncogenic Wnt signaling remains a major challenge. Through a forward genetic screen, we previously identified two suppressors of Drosophila *Apc1*, Earthbound (Ebd) and Erect wing (Ewg), as transcription cofactors of the Wnt pathway. Here, we analyze the roles of these two factors in the Wnt-dependent control of intestinal stem cell proliferation. We find that both Ebd and Ewg are essential for the hyperactivation of Wnt signaling and the consequent epithelial hyperplasia resulting from *Apc1* inactivation. Moreover, Ebd, but not Ewg, is also required for the Wnt-dependent maintenance of normal intestinal homeostasis. Together, our findings reveal differential requirements for two highly conserved transcriptional cofactors in Wnt pathway activation versus hyperactivation. The identification of such factors may provide potential selectivity for the targeting of Wnt-driven cancers.

## Introduction

The evolutionarily conserved Wnt/β-catenin signal transduction pathway directs fundamental cellular processes across metazoans, whereas deregulation of this pathway is associated with numerous human congenital disorders and cancers [1,2]. In the absence of Wnt exposure, β-catenin, a key transcription coactivator, is phosphorylated and targeted for proteasomal degradation by a “destruction complex” comprised of the scaffold protein Axin, the tumor suppressor Adenomatous polyposis coli (APC), and two kinases: glycogen synthase kinase 3 (GSK3) and casein kinase 1α (CK1α). Wnt stimulation inactivates the destruction complex and thereby stabilizes β-catenin, which subsequently translocates to the nucleus and interacts with the DNA-binding transcription factor T-cell factor (TCF) to regulate Wnt target genes [3–5].

The adult mammalian intestine is among the many tissues in which Wnt pathway activation is crucial. Wnt signaling is a key determinant of intestinal stem cell (ISC) maintenance and proliferation during homeostasis [6–10]. Conversely, aberrant activation of the Wnt pathway, which occurs primarily through truncating mutations in *APC*, initiates the development of the vast majority of colorectal cancers [10–19]. As inhibition of Wnt signaling blocks the division and induces the differentiation of these cancer cells, targeting Wnt pathway components is of great interest for colorectal cancer treatment [20–23].

Many of the same Wnt target genes that are transcriptionally activated in the intestinal epithelium during homeostasis are expressed at aberrantly increased levels in colorectal tumors harboring mutations in *APC* [18,23–31]. The β-catenin-TCF complex is required for the activation of Wnt target genes in both physiological settings and in these pathological states [7,15,23,32]; however, recent studies have suggested that some of the transcription cofactors interacting with β-catenin-TCF to drive Wnt target gene expression in these two contexts are distinct. For example, B-cell CLL/lymphoma 9 (BCL9) and Pygopus (Pygo), which form a complex with β-catenin and TCF [33–38], are essential only in a subset of tissues during mammalian development [39–45], and are dispensable for Wnt-dependent ISC proliferation and maintenance during homeostasis [40,46]. In contrast, BCL9 and its homolog BCL9-2 are crucial for Wnt-driven intestinal tumor progression [46–52], and Pygo is required for the activation of several Wnt target genes in colon cancer cells [37,47]. These studies suggest that distinct transcription cofactors are utilized in physiological versus pathological states, thereby conferring potential selectivity between Wnt-dependent cell proliferation in normal tissues and tumors. The identification of such novel cofactors that specifically transduce oncogenic Wnt signaling may yield new strategies for the targeting of Wnt-driven cancers.

Through a forward genetic modifier screen for suppressors of *Apc1* in the Drosophila retina, we identified Earthbound1 (Ebd1) and Erect wing (Ewg) as context-specific transcription cofactors in the Wingless pathway [53,54]. Ebd1, a member of a protein family containing Centromere Binding Protein B (CENPB) DNA binding domains, physically associates with and bridges β-catenin/Armadillo (Arm) and TCF, thereby promoting the formation and stability of the β-catenin-TCF complex and the recruitment of β-catenin to chromatin [53]. Ewg is a DNA binding transcriptional activator that shares DNA binding specificity with its human homolog, Nuclear Respiratory Factor-1 (NRF-1) [54–57]. We found that Ewg is a physical and functional partner of Ebd1 that promotes the recruitment of Ebd1 to specific chromatin sites [54]. We postulated that recruitment of Ebd1 to chromatin by Ewg enhances the transcriptional activity of the β-catenin-TCF complex, thus promoting Wingless signaling.

Herein, we report that these two Wnt pathway transcription cofactors have distinct functions in the Wnt-directed regulation of the adult Drosophila intestine. Similar to the mammalian intestine, the adult Drosophila midgut undergoes rapid turnover and is replenished by intestinal stem cells (ISCs) [58,59]. We find that both Ebd and Ewg are required for all major consequences of *Apc1* inactivation in the adult midgut: the hyperactivation of Wingless target genes, excess number of ISCs, and hyperplasia of the epithelium. By contrast, during intestinal homeostasis, Ebd is essential for the Wingless-dependent control of ISC proliferation, whereas Ewg is dispensable. These studies identify transcriptional cofactors that are differentially required for Wnt signaling in physiological conditions versus the pathological states resulting from hyperactivation of the pathway, providing potential selectivity for therapeutic strategies that target Wnt-driven cancers.

## Results

### Apc1 prevents supernumerary progenitor cells and intestinal hyperplasia

Mammalian genomes encode two *APC* genes: *APC* and *APC2/APCL* with partially redundant roles [60,61]. *APC* is required in the gastrointestinal tract and serves as a gatekeeper that prevents colorectal cancer [11–19,62–66]. The Drosophila genome also encodes two *Apc* genes: *Apc1* and *Apc2* [67–71]. Simultaneous inactivation of both Drosophila *Apc* homologs results in overproliferation of ISCs and hyperplasia of the intestinal epithelium, resembling the mammalian counterpart [72–75]. However, contradictory findings were reported previously regarding the role of Apc1. Two studies indicated that loss of *Apc1* alone results in ISC overproliferation [72,73], whereas another study indicated that Apc1 and Apc2 are fully redundant in this context [75]. To address this controversy, we compared the intestinal epithelium of *Apc1*^*Q8*^ null mutants [67] to controls. In the wild-type intestinal epithelium, ISCs divide asymmetrically to give rise to enteroblasts (EBs) or pre-enteroendocrine (pre-EE) cells, which differentiate into absorptive enterocytes (ECs) or secretory enteroendocrine cells (EEs), respectively [58,59,76–78]. As documented previously [72,73], we found that substantially more progenitor cells (ISCs and EBs) were present in *Apc1* mutant midguts, as revealed by the progenitor cell-specific marker *esg>GFP* (*esg-gal4 UAS-GFP)* (low magnification: S1A and S1B Fig; high magnification: Fig 1A and 1B and quantification: S2A Fig) [58,59]. Furthermore, the number of EBs, as indicated by the expression of *GBE-Su(H)-lacZ* [58], was also increased (S2B and S2C Fig). Thus, our results confirmed that loss of *Apc1* alone results in excess intestinal progenitor cells.

**Fig 1:**
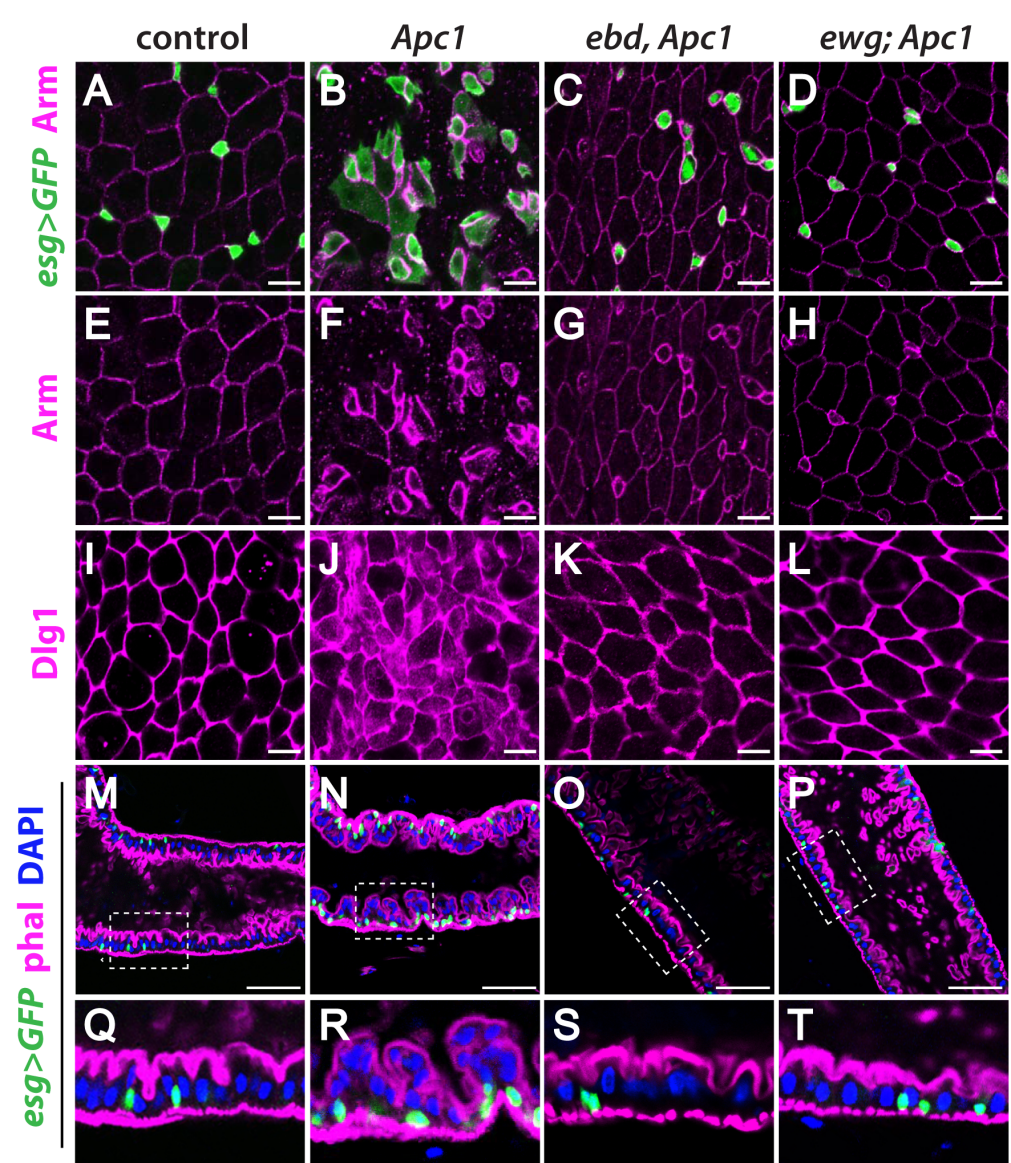
Mutation of *ebd* or *ewg* rescues the intestinal phenotypes resulting from *Apc1* inactivation. (A-D) Increased numbers of *esg>GFP* marked progenitor cells in *Apc1* mutants (green; compare B to A) are suppressed by loss of *ebd* (C) or *ewg* (D). A few chains of small *esg>GFP* positive cells remain in *ebd Apc1* double mutants (C). (E-H) Loss of *Apc1* results in changes in Arm: progenitor cells form chains and clusters with strong Arm staining, whereas ECs have less membrane-associated Arm (magenta, compare F to E). This phenotype is rescued in *ebd Apc1* (G) or *ewg Apc1* (H) double mutants. (I-L) Dlg1 is at the plasma membrane of ECs in control flies (I), but is also cytoplasmic in *Apc1* mutants (J). There is little cytoplasmic Dlg1 in *ebd Apc1* (K) or *ewg Apc1* (L) double mutants. (M-T) The single-layer epithelium of control midguts (M and Q) is replaced by a multi-layered epithelium in *Apc1* mutants (N and R). This phenotype is suppressed by loss of *ebd* (O and S) or *ewg* (P and T). (Q-T) Magnified views of the boxed regions in (M-P). Progenitors are marked with *esg>GFP* (green), the actin-rich cell cortex with phalloidin (phal; magenta), and nuclei with DAPI (blue). Scale bars: (A-L) 10 μm and (M-P) 50 μm. Genotypes: **control:** *esg-Gal4 UAS-GFP/+; Apc1*^*Q8*^*/+* ***Apc1*:** *esg-Gal4 UAS-GFP/+; Apc1*^*Q8*^ ***ebd Apc1*:** *esg-Gal4 UAS-GFP/+; ebd1*^*240*^ *Apc1*^*Q8*^*/Df(3L)9698 ebd2*^*136*^ *Apc1*^*Q8*^ ***ewg Apc1*:** *ewg*^*P1*^*; esg-Gal4 UAS-GFP/+; Apc1*^*Q8*^.

Moreover, we discovered a novel phenotype that results from *Apc1* inactivation: disrupted EC morphology in the midgut epithelium. Levels of membrane-associated Arm in ECs were decreased in *Apc1* mutants (low magnification: S1C and S1D Fig; high magnification: Fig 1E and 1F). Furthermore, Discs large 1 (Dlg1), which is normally restricted to the septate junctions between ECs, was instead diffusely cytoplasmic (Fig 1I and 1J). These findings indicate that the cell-cell junctions and the apico-basal polarity of ECs [59,75,79] were disrupted by loss of *Apc1*. Furthermore, in contrast to the monolayer intestinal epithelium of controls [58,59,74], many ECs were detached from the basement membrane in *Apc1* mutant midguts, forming an aberrantly multi-layered epithelium (low magnification: S1E and S1F Fig, Fig 1M and 1N; high magnification: Fig 1Q and 1R and quantification: S2E and S2F Fig). Together, these findings reveal that loss of *Apc1* alone is sufficient to result in an aberrantly increased number of progenitors, defects in adhesion and epithelial polarity, and disorganization of the intestinal architecture, in a manner analogous to the pathological consequences of *APC* inactivation in mammals.

### Apc1 is essential for both the development and homeostasis of the adult midgut

As the severe intestinal defects present in *Apc1* mutants were readily detected as early as two days of adulthood, we hypothesized that these phenotypes arise during formation of the adult midgut. To test this hypothesis, we examined the *Apc1* mutant gut epithelium shortly after eclosion. Strikingly, compared with the age-matched controls, the midguts of recently eclosed *Apc1* mutants (0–4 hours after eclosion) exhibited supernumerary *esg>GFP* marked progenitor cells (low magnification: S3A and S3C Fig; high magnification: S3B and S3D Fig). The cell-cell adherens junctions, however, remained intact at this time (low magnification: S3A’ and S3C’ Fig; high magnification: S3B’ and D’ Fig). Thus, an excess number of progenitor cells are present prior to eclosion, whereas the disruption of both EC structure and epithelial architecture arise after eclosion. To trace the initial requirement for *Apc1*, we examined midguts earlier in their development. The adult intestine is derived from the larval gut, but undergoes major histolysis and reformation during pupation [80–82]. Therefore, we examined the gut epithelium of *Apc1* mutant third instar wandering larvae, the developmental stage that immediately precedes formation of the adult gut. Notably, supernumerary adult midgut progenitors (AMPs) [80] were not detected in the *Apc1* mutant larval guts (S4A–S4B” Fig) and the epithelial structure was normal (S4C–S4D” Fig). Thus, loss of *Apc1* initiates intestinal defects during formation of the adult gut during pupation, and these defects increase in severity during adulthood.

To further test the temporal and cell-specific requirements for Apc1 in the midgut, we utilized the temperature-sensitive progenitor cell driver (*esg*^*ts*^: *esg-Gal4 tub-Gal80*^*ts*^ *UAS-GFP*) for RNAi-mediated *Apc1* knockdown in ISCs and EBs either during formation of the adult gut or during adult gut homeostasis. Of note, dramatic increases in the progenitor cell number were observed in both contexts (adult gut formation: S5A–S5D’ Fig, adult gut homeostasis: S5E–S5H’ Fig; quantification: S5I Fig). Furthermore, we used an inducible “escargot flip out” system (*esg*^*ts*^*>F/O*: *esg-Gal4 tub-Gal80*^*ts*^ *UAS-GFP; UAS-flp Act>CD2>Gal4* [83]) to mark the progenitor cells and their progeny in which *Apc1* was knocked down during adulthood. Compared with controls, increased phospho-histone H3 (pH3) positive cells and stem/progenitor cell lineages were observed within *Apc1* RNAi “escargot flip out” posterior midguts (S6A–S6B” Fig; quantification: S6C and S6D Fig), providing further evidence that adult-specific *Apc1* knockdown resulted in increased ISC proliferation. Together, these results indicate that Apc1 is required in stem/progenitor cells during both adult gut development and homeostasis, supporting our observations in *Apc1* null mutants (Fig 1 and S1–S4 Figs) and previous reports [72,73].

### Apc1 prevents the constitutive activation of Wingless target genes in the adult midgut

Both the initiation and sustained growth of human colon cancers harboring *APC* mutations rely on the aberrant activation of Wnt target genes [10,15,16,18,20–31]. To examine whether loss of Drosophila *Apc1* also induces the aberrant activation of Wingless target genes in the midgut, we tested three transcriptional reporters for direct target genes of Wingless signaling: *frizzled3 (fz3)*, *notum*, and *naked cuticle (nkd)* [84–88]. The Drosophila midgut, like its mammalian counterpart, is subdivided into compartments with distinct histology, gene expression, and physiological functions (Fig 2A) [89–91]. The activation of Wingless signaling is graded along the length of each intestinal compartment; Wingless target genes are activated at high levels at intestinal compartment boundaries and at lower levels within compartments as a function of distance from the boundary [89,92]. We found that inactivation of *Apc1* resulted in strong ectopic expression of *notum-lacZ* [93,94] (low magnification view: S7A and S7B Fig; high magnification view: Fig 2B and 2C), *fz3-RFP* [95] (low magnification view: S7E and S7F Fig; high magnification view: Fig 2F and 2G) and *nkd(UpE2)-lacZ* [96–98] (low magnification view: S8A and S8B Fig; high magnification view: S8D and S8E Fig), both at compartment boundaries and within compartments of *Apc1* null mutant midguts. To quantify this aberrant increase in expression, we examined *fz3-RFP* in marked clones of *Apc1* null mutant cells generated with the MARCM (Mosaic Analysis of a Repressible Cell Marker) technique [99]. Even at compartment boundaries, where Wingless pathway activity is normally at its peak, a further fivefold increase in *fz3-RFP* levels was present in *Apc1* null mutant clones as compared to the surrounding control tissue (Fig 2J–2L; quantification: Fig 2M). These findings indicate that Apc1 is required to prevent the constitutive activation of Wingless target genes at both compartment boundaries and within compartments of the midgut.

**Fig 2:**
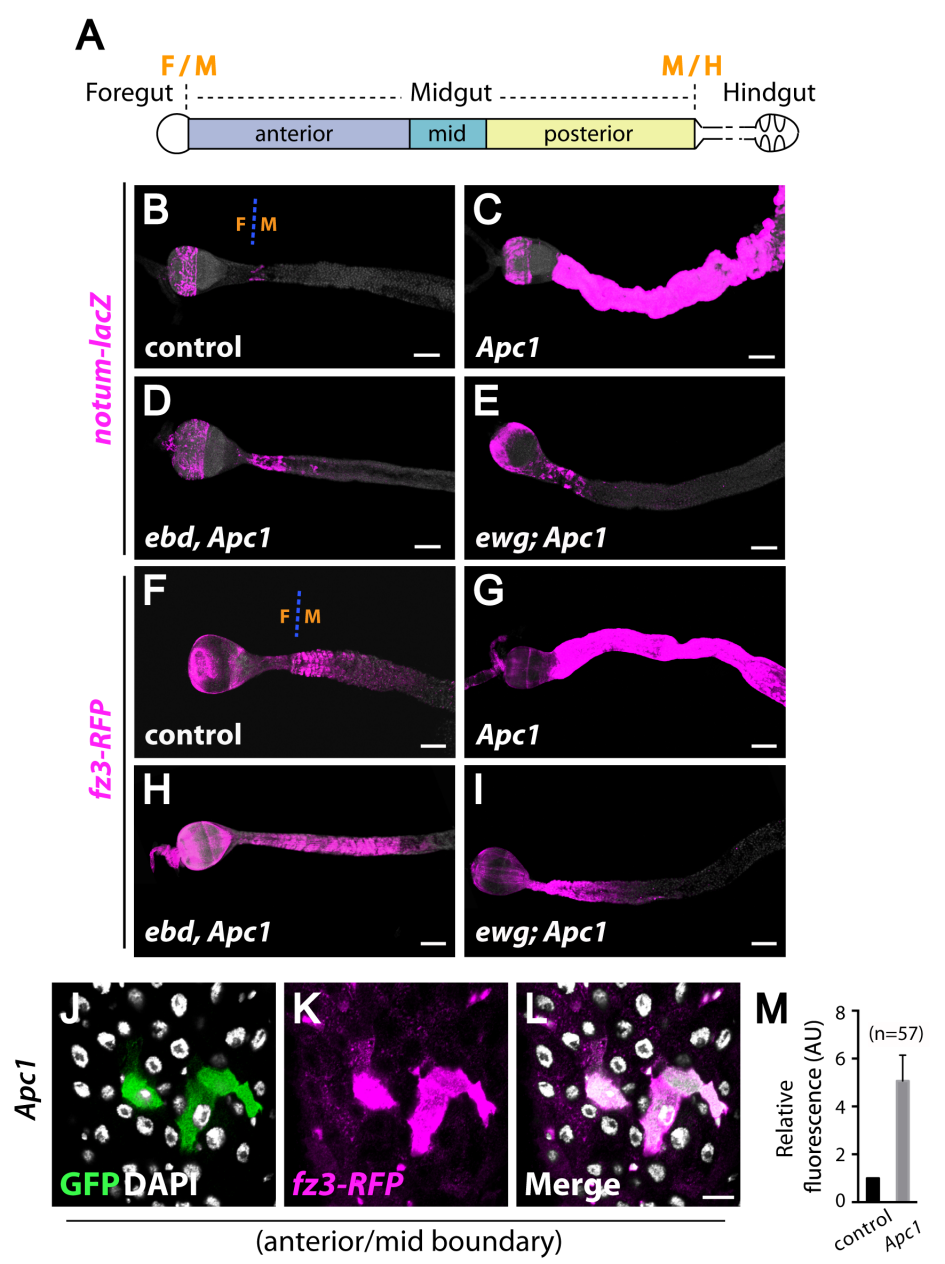
Increased expression of Wingless target genes in *Apc1* mutant midguts requires Ebd and Ewg. (A) The Drosophila intestine is partitioned into distinct compartments: the foregut, midgut and hindgut. The midgut can be further subdivided into the anterior, mid, and posterior midgut. (B-I) Expansion of *notum-lacZ* (magenta; B and C) and *fz3-RFP* (magenta; F and G) expression upon loss of *Apc1* is suppressed by inactivation of *ebd* (D and H) or *ewg* (E and I). The foregut (F)-midgut (M) boundary is marked in (B) and (F). (J-M) The expression of *fz3-RFP* (magenta) in *Apc1* mutant clones (marked with GFP, green) at compartment boundaries is increased by approximately fivefold compared to its expression in neighboring control tissue (GFP negative). Nuclei are marked with DAPI (white). Scale bars: (B-I) 100 μm and (J-L) 10 μm. Genotypes: (B-E) **control:** *notum-lacZ/+; Apc1*^*Q8*^*/+* ***Apc1*:** *notum-lacZ/+; Apc1*^*Q8*^ ***ebd Apc1*:** *notum-lacZ/+; ebd1*^*240*^ *Apc1*^*Q8*^*/Df(3L)9698 ebd2*^*136*^ *Apc1*^*Q8*^ ***ewg Apc1***: *ewg*^*P1*^*; notum-lacZ/+; Apc1*^*Q8*^ (F-I) **control:** *fz3-RFP/+; Apc1*^*Q8*^*/+* ***Apc1*:** *fz3-RFP/+; Apc1*^*Q8*^ ***ebd Apc1*:** *fz3-RFP/+; ebd1*^*240*^ *Apc1*^*Q8*^*/Df(3L)9698 ebd2*^*136*^ *Apc1*^*Q8*^ ***ewg Apc1***: *ewg*^*P1*^*; fz3-RFP/+; Apc1*^*Q8*^ (J-M) ***Apc1*:** *y w hs-flp UAS-CD8*::*GFP/+; fz3-RFP/+; tub-Gal4 FRT82B tub-Gal80/FRT82B Apc1*^*Q8*^.

### *Apc1* inactivation results in extensive deregulation of gene expression

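Gene expression in whole midguts was measured on Affymetrix Drosophila Genome 2.0 arrays, on which each probe set is a group of short oligonucleotides that hybridizes to the transcripts of 1 gene or a few related genes. RNA came from 7-day-old females, with 30 midguts pooled per sample, and 3 samples each of wild type and of *Apc1* Q8 mutants were hybridized, 1 sample per array. The paper's methods name Canton S as the control strain, whereas the description of the deposited data names w1118, so the strain of the controls is open. The authors processed the scans by RMA (robust multi-array average) normalization and log2 transformation and deposited 1 log2 value per probe set and array. The paper's text does not name the software or the background correction used, and the deposited values reach as low as 0.53, with array medians between 2.54 and 2.60. Fold changes of dimly expressed genes therefore depend on the background correction. Here 183 Affymetrix control probe sets and 3977 probe sets without a gene name were set aside, and each of the 12994 remaining gene entries was represented by its brightest probe set, chosen without regard to genotype. The genotypes were compared with limma, with Benjamini-Hochberg adjustment over these entries, and differences are given as mutant minus wild type on the log2 scale. Over the probe sets, the correlation between arrays was between 0.983 and 0.992 within a genotype and between 0.954 and 0.964 across genotypes, so the arrays of the genotypes differed by more than the replicates did. These correlations are across genes, which are not independent replicates. The number of arrays limits the precision. *Apc1* itself, listed as *Apc*, had a value of 6.36 ± 0.41 (SD, n = 3) in wild type and 6.49 ± 0.41 (SD, n = 3) in *Apc1* mutants, a difference of 0.14 with a standard error of 0.27 (limma adjusted p = 0.782). The level of this transcript therefore did not separate the genotypes, and the sign of its difference changed to -0.10 without wild type replicate 2 and to -0.09 without *Apc1* mutant replicate 3.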

We sought to determine the extent to which *Apc1* loss deregulates gene expression. Using Affymetrix microarrays, we found that the expression of approximately 1000 genes, which can be grouped in broad categories, was either up- or down-regulated by more than twofold in *Apc1* mutant midguts as compared to wild-type controls (GEO database: GSE99071; S9 Fig). 

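By the difference of the group means alone, 969 of the 12994 gene entries changed by more than 2-fold, of which 470 were higher and 499 were lower in *Apc1* mutant midguts. Of these 969, 814 also had a limma adjusted p under 0.05, 415 higher and 399 lower, and 155 did not. The 814 make up 6.26% of the entries. In the authors' deposited table, which lists probe sets and not genes, 1114 probe sets changed by more than 2-fold, 557 in each direction. At an unadjusted p under 0.05, the authors' deposited table gives 967 probe sets changed by more than 2-fold, 506 higher and 461 lower. The alternative that moved the count of 814 most was limma's treat, which tests each change against the 2-fold threshold itself and left 228 genes, 97 higher and 131 lower. Leaving out the dim genes, with a mean log2 value under 5, brought the count by the group means from 969 to 541, since 4898 entries were then tested. In 220 of the 814 genes (27.0%), at least 1 group mean was under 3, near the low end of the scale, where the size of a fold change depends on the background correction.

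**Figure D1:**
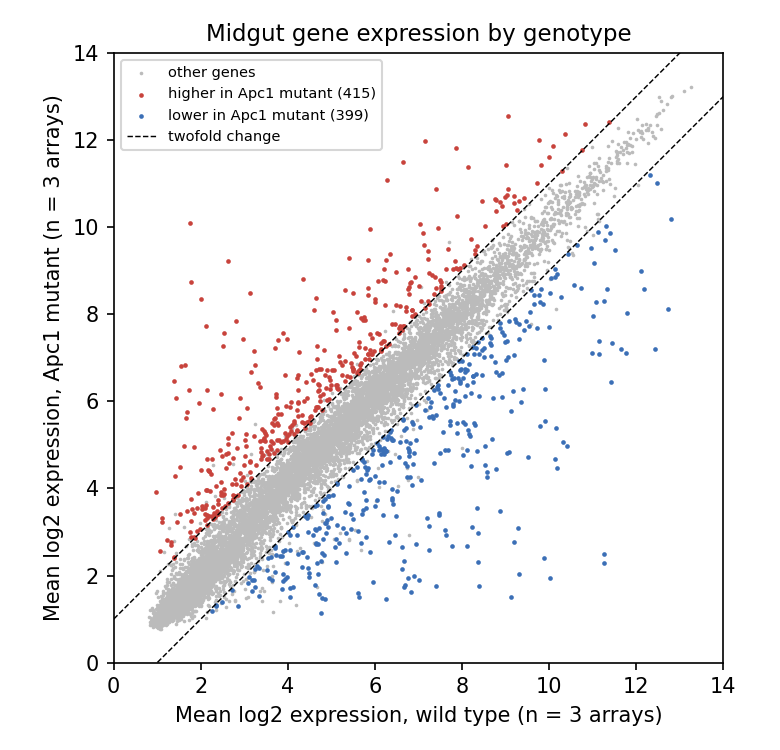
Mean log2 expression of each gene entry in wild type (horizontal axis, 3 arrays) against *Apc1* mutants (vertical axis, 3 arrays). Genes changed by more than 2-fold at a limma adjusted p under 0.05 are red (415 higher in mutants) or blue (399 lower), the other genes are grey, and the dashed lines mark a 2-fold change.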

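On the arrays, *hh* rose from 5.41 ± 0.53 (SD, n = 3) in wild type to 9.28 ± 0.34 (SD, n = 3) in *Apc1* mutants, a log2 difference of 3.87 (limma adjusted p = 0.000334). Among the Wingless target genes, *fz3* rose from 6.24 ± 0.14 to 8.77 ± 0.32, by 2.53 with a standard error of 0.18 (limma adjusted p = 0.000271). *nkd* rose by 0.99 (limma adjusted p = 0.0298), just under 2-fold, and *Notum* by 0.45, from 4.02 ± 0.16 to 4.47 ± 0.17, which fell short of the threshold (limma adjusted p = 0.0795). *upd3*, a ligand of the Jak/Stat pathway, was dim and rose from 2.38 ± 0.48 to 3.65 ± 0.13, by 1.26 (limma adjusted p = 0.0147), and with the mean of its probe sets by 0.75 (adjusted p = 0.0512). *Socs36E* rose by 1.53, more than its spread in wild type (SD 0.69; limma adjusted p = 0.0266). The Egfr ligands *vn* and *spi* rose by 0.75 (limma adjusted p = 0.0419) and 0.99 (limma adjusted p = 0.0483). These margins were narrow. With 1 array left out in turn, *nkd* and *vn* no longer passed in 5 of the 6 fits, and *Socs36E* and *spi* no longer passed in 4. *upd3* no longer passed without *Apc1* mutant replicate 3 (adjusted p = 0.0653). *vn* also missed the threshold after quantile normalization (adjusted p = 0.0582), and *spi* after quantile normalization (0.0651) or centring on the array medians (0.052). *kay* did not change, at 10.12 ± 0.31 in wild type and 10.07 ± 0.04 in *Apc1* mutants (limma adjusted p = 0.9). A second, dimmer probe set of *kay* went from 3.60 to 4.86, by 1.26 (limma adjusted p over all probe sets = 0.0513). Of the genes with lower expression, *CG3961* fell by 3.69 on the log2 scale, from 8.20 ± 0.09 to 4.51 ± 0.09 (limma adjusted p = 6.9e-06). *lectin-24A* fell by 2.57 on the log2 scale, but its wild-type values were spread (SD 1.44) and it did not pass (limma adjusted p = 0.0587). It passed without wild type replicate 2, where it fell by 3.40 on the log2 scale (adjusted p = 0.006), with the genes under the median left out (0.0449), with array weights (0.0431) and with the replicate block (0.00412). *CG16749* fell by 1.44 on the log2 scale (limma adjusted p = 0.0106) and did not pass without *Apc1* mutant replicate 3 (adjusted p = 0.0513). In all, 13 of the 14 genes of Fig 3A were higher in *Apc1* mutants with no overlap between the groups, and 12 of them had a limma adjusted p under 0.05. All 7 genes of Fig 3B were lower with no overlap, and 6 passed. That makes 18 of 21 over all genes tested, and 20 of 21 adjusted over the list alone, the exception being *kay*. These genes were probably selected on the same arrays, so the count over the list is not independent evidence. For a single gene, an exact permutation test of 3 against 3 arrays cannot give a p under 0.1.

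**Figure D2:**
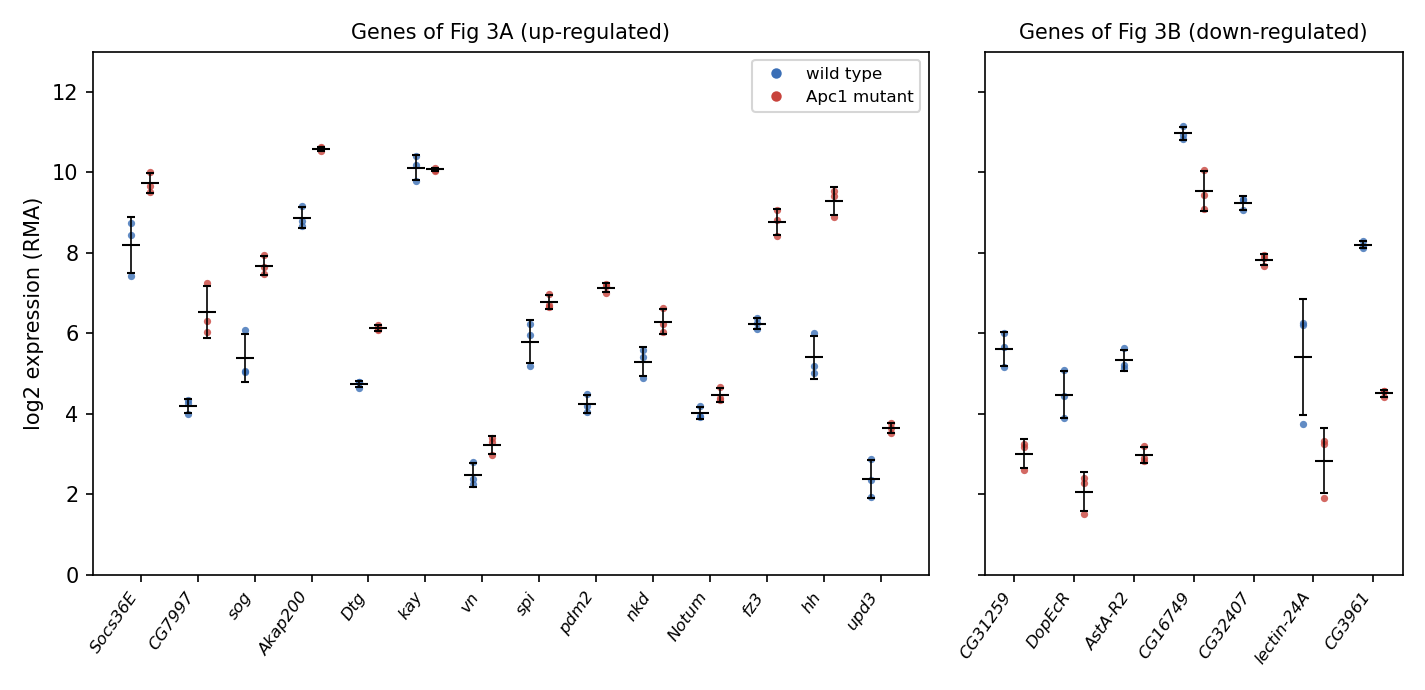
Log2 expression (vertical axis) of the genes of Fig 3A and Fig 3B (horizontal axis) on each of 3 wild-type (blue) and 3 *Apc1* mutant (red) arrays, with the mean and SD in black. The groups lie apart in 20 of the 21 genes, the exception being *kay*.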

The changes in expression of selected up- or down-regulated genes were validated by real-time quantitative PCR (Fig 3 and S10 Fig). Consistent with the Wingless target gene reporter analysis described above (Fig 2 and S7 and S8 Figs), *fz3*, *notum* and *nkd* transcription were activated significantly in *Apc1* mutants (Fig 3A and S10A Fig). Furthermore, a previous study identified Janus kinase/signal transducer and activator of transcription (Jak/Stat) and Epidermal growth factor receptor (Egfr) signaling as key mediators of ISC hyperproliferation in *Apc1* mutants [73]. Indeed, the expression of both *unpaired 3* (*upd3)*, a ligand of the Jak/Stat pathway, and *Socs36e*, a downstream target gene of this pathway, were induced upon loss of *Apc1* (Fig 3A and S10A Fig). Furthermore, the expression of *vein* (*vn*) and *spitz* (*spi)*, two ligands of the Egfr pathway, was also increased (Fig 3A and S10A Fig). Together, these results suggest that loss of *Apc1* results in an extensive deregulation of gene expression.

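The array differences extended well past 2-fold. Among genes with a limma adjusted p under 0.05, 290 changed by more than 4-fold, 118 higher and 172 lower in *Apc1* mutants. At more than 16-fold there were 78, of which 22 were higher and 56 lower, and at more than 64-fold 14, of which 4 were higher and 10 lower. The values of the groups did not overlap in 4570 genes (35.2%), where chance gives 10% for 3 arrays against 3. The largest increase was in *Drsl2*, from 1.76 ± 0.23 (SD, n = 3) in wild type to 10.10 ± 0.03 (SD, n = 3) in mutants, a log2 difference of 8.34 (limma adjusted p = 3.44e-07). *AttA* (6.95, limma adjusted p = 0.000225), *DptB* (6.59, limma adjusted p = 6.7e-05), *CG1304* (6.34, limma adjusted p = 2e-05) and *Mtk* (5.62, limma adjusted p = 0.000232) followed. In wild type, the means of these 5 genes were between 1.76 and 2.63, at the low end of the scale, so their folds depend on the background correction. The largest decrease was in *CG17192*, which fell by 8.97 on the log2 scale, from 11.25 ± 0.37 to 2.28 ± 0.23 (limma adjusted p = 1.99e-06). *CG6295* fell by 8.76 (limma adjusted p = 2.87e-07), *CG8661* fell by 8.08 (limma adjusted p = 1.67e-05), *CG18404* fell by 7.62 (limma adjusted p = 2.87e-07) and *CG9682* fell by 7.49 (limma adjusted p = 1.65e-05). Their wild-type means were between 9.13 and 11.26, and their mutant means, between 1.51 and 2.50, lie at the low end. *CG17192*, *CG6295*, *CG18404* and *CG9682* lie on chromosome arm 3R within 189 places of *Apc* among the measured genes.

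**Figure D3:**
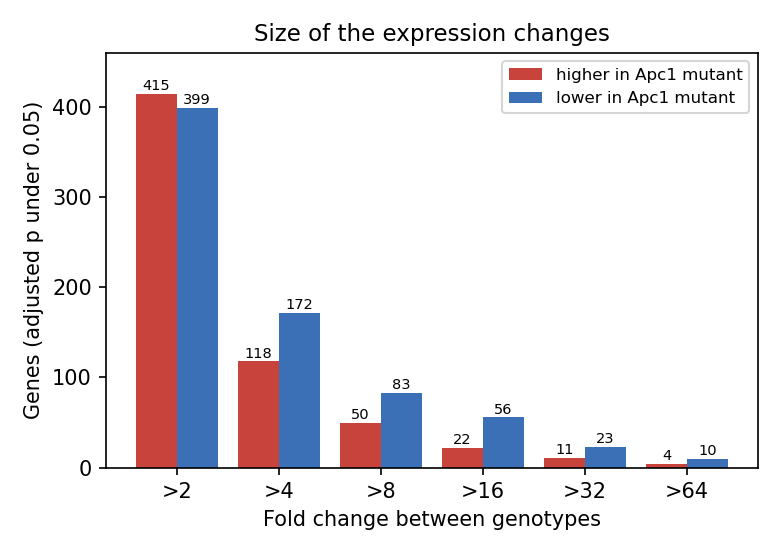
Number of genes with a limma adjusted p under 0.05 (vertical axis) whose change between genotypes was above each fold (horizontal axis), higher (red) or lower (blue) in *Apc1* mutants. Decreases outnumber increases above 4-fold (172 against 118) and above every larger fold shown.

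From the number of genes changed on the arrays, and from the RT-qPCR of selected genes including Wingless, Jak/Stat and Egfr pathway genes, the paper proposes that loss of *Apc1* deregulates gene expression extensively.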

**Fig 3:**
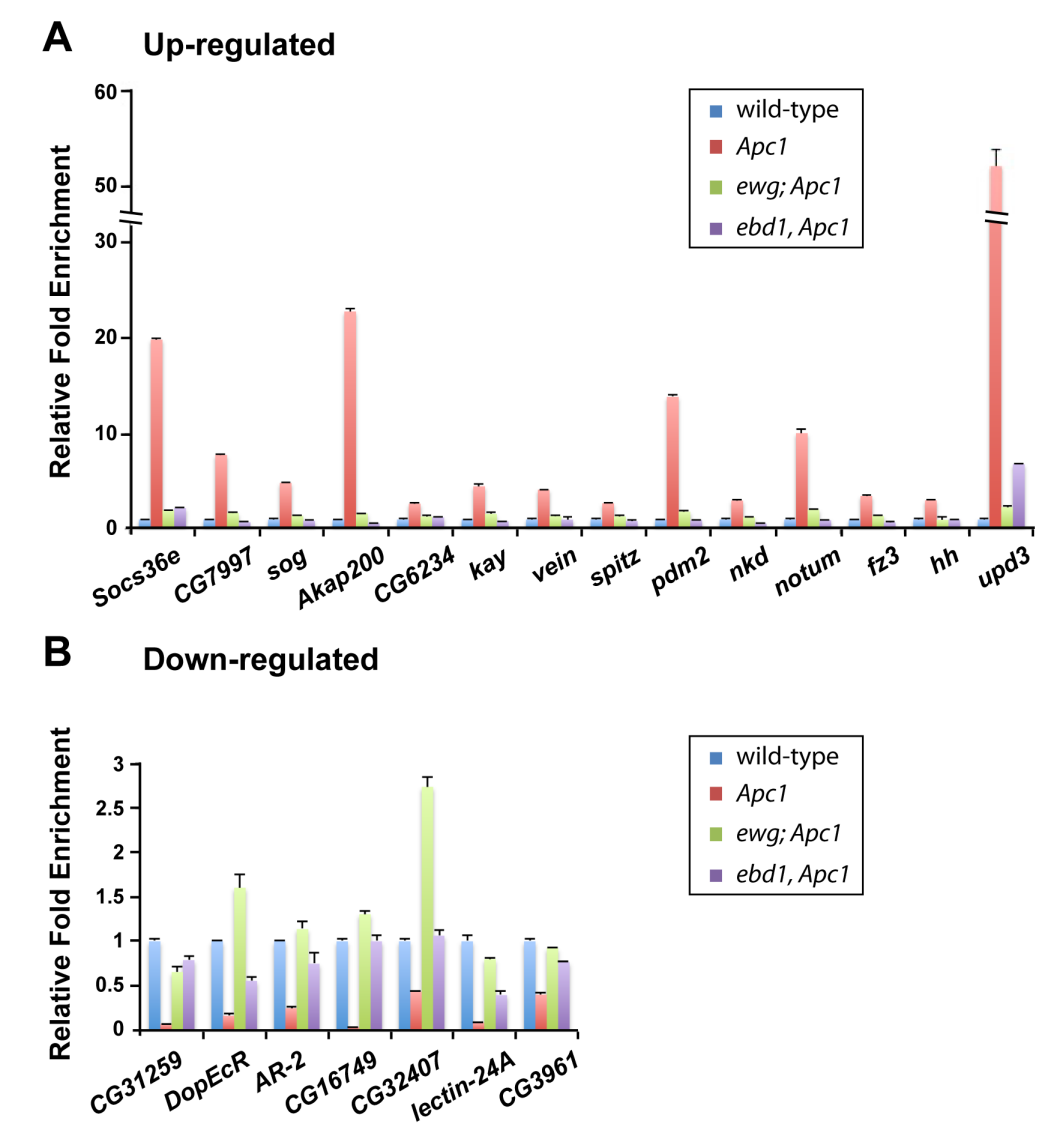
Deregulation of gene expression in the midgut upon loss of *Apc1* requires Ebd1 and Ewg. Quantitative RT-PCR of genes up- (A) or down-regulated (B) following loss of *Apc1*. Deregulation of both sets of genes is rescued in *ebd1 Apc1* and *ewg Apc1* double mutants. Genotypes: **control:** *Apc1*^*Q8*^*/+* ***Apc1*:** *Apc1*^*Q8*^ ***ebd1 Apc1*:** *ebd1*^*240*^ *Apc1*^*Q8*^ ***ewg Apc1*:** *ewg*^*P1*^*; Apc1*^*Q8*^.

### Both Ebd and Ewg are required for the excess progenitor cells and intestinal epithelial hyperplasia that result from *Apc1* inactivation

In a forward genetic screen in the Drosophila retina, we previously identified both Ebd1 and Ewg [53,54] as novel suppressors of *Apc1*. Furthermore, we found that these two proteins function as transcriptional cofactors that physically interact both with each other and with Arm/Tcf to promote the context-specific activation of Wingless signaling during pupal muscle development [53,54]. However, the limited genetic tools available to analyze Wnt signaling in pupal muscle restricted our ability to identify the roles of Ebd and Ewg in physiological versus pathological Wnt signaling. Herein, we sought to overcome this obstacle by utilizing powerful *in vivo* assays in the Drosophila intestine.

First, we sought to determine whether Ebd and/or Ewg are required for the phenotypic consequences of *Apc1* inactivation in the intestine by examining *ebd Apc1* and *ewg Apc1* double mutants. Strikingly, the three major defects in the midguts of *Apc1* mutants were largely suppressed upon inactivation of either *ebd* or *ewg*. First, the numbers of progenitor cells in *ebd Apc1* or *ewg Apc1* double mutants were similar to those in controls (Fig 1A–1H and S2B–S2D Fig; quantification: S2A Fig). Second, the levels of membrane-associated Arm and the subcellular localization of Dlg1 in ECs were indistinguishable from controls (Fig 1E–1L). Third, in *ebd Apc1* and *ewg Apc1* double mutants, the midguts reverted to a monolayer epithelium (low magnification: Fig 1M–1P; high magnification: Fig 1Q–1T and quantification: S2E and S2F Fig). Thus, both Ebd and Ewg are required for the excess progenitor cells and epithelial hyperplasia resulting from *Apc1* inactivation.

### Both Ebd and Ewg are required for the aberrant activation of Wingless target genes in the midgut resulting from *Apc1* inactivation

To determine whether Ebd or Ewg are required for the aberrantly high expression of Wingless target genes that results from *Apc1* inactivation, we examined the expression of *notum-lacZ*, *fz3-RFP* and *nkd(UpE2)-lacZ* in *ebd Apc1* and *ewg Apc1* double mutants. Strikingly, upon loss of either *ebd* or *ewg*, the hyperactivation of all three Wingless pathway reporters in *Apc1* mutant midguts was reduced nearly to control levels (Fig 2B–2E, Fig 2F–2I, S7 and S8 Figs). Thus, not only Arm/β-catenin and TCF, but also Ebd and Ewg are required for the aberrantly increased activation of Wingless target genes in *Apc1* mutant midguts.

### Both Ebd and Ewg are required for the extensive deregulation of transcription resulting from *Apc1* inactivation in the midgut

We sought to test whether Ebd and Ewg are required for the hyperactivation of only a subset of direct Wingless target genes or also have broader effects in the extensive deregulation of gene expression that occurs in *Apc1* mutants. Therefore, we analyzed the expression of genes that are selectively up- or down-regulated genes by *Apc1* inactivation in either *ebd Apc1* or *ewg Apc1* double mutants by real-time quantitative PCR (Fig 3 and S10 Fig). Of note, the transcriptional deregulation resulting from loss of *Apc1* was rescued in *ebd1 Apc1* or *ewg Apc1* double mutants for all genes analyzed (Fig 3 and S10 Fig). These findings provide further evidence that the aberrant transcriptional response in *Apc1* mutant midguts requires both Ebd and Ewg.

Ewg is a known sequence-specific DNA binding protein [54–57]. Therefore, we sought to determine whether consensus Ewg DNA binding sites are present in the enhancers of genes deregulated by *Apc1* loss. As the Wingless target gene reporters *notum-lacZ*, *nkd(UpE2)-lacZ*, and *fz3-RFP* are each hyperactivated in an Ewg-dependent manner following *Apc1* loss, and the enhancers within these reporters are well-characterized, we searched for potential Ewg and TCF binding sites in these enhancers. The transcriptional enhancers that drive expression of both the *notum-lacZ* and *nkd(UpE2)-lacZ* reporters, which are 2.2 kb [93,94] and 0.6 kb [97], respectively, are directly bound and regulated by TCF through distinct pairs of core consensus sites (SSTTTGWWSWW) and Helper sites (GCCGCCR) [5,96–98,100] (S11A–S11C Fig). We identified similar TCF core consensus binding sites and Helper sites in the 2.3 kb enhancer of the *fz3-RFP* transgene [95] (S11D Fig). In addition, we found that the *fz3* enhancer contains an Ewg consensus binding site (GCGCABGY) [54–57] (S11A and S11D Fig), and that this site is conserved among sequenced Drosophila species (S12 Fig) [101]. In contrast, neither the *notum* nor the *nkd* enhancer contains an Ewg consensus binding site (S11A–S11C Fig). Therefore, these findings suggest that the hyperactivation of at least some Wingless target genes in *Apc1* mutants may not require direct binding of Ewg to DNA, or alternatively, that Ewg may bind non-consensus DNA sites upon *Apc1* inactivation.

### Ebd and Ewg are required in progenitor cells to mediate the defects resulting from *Apc1* loss

RNAi-mediated knockdown of *Apc1* specifically in progenitor cells phenocopies the supernumerary progenitors observed in *Apc1* null mutants (S5 Fig). Therefore, we hypothesized that Ebd and Ewg act in progenitor cells to mediate the phenotypic consequences of *Apc1* loss. To test this hypothesis, we used RNAi-mediated knockdown to concomitantly reduce both *Apc1* and *ebd* or *ewg* in progenitors. The aberrant increase in progenitor cell number resulting from *Apc1* knockdown was largely suppressed upon simultaneous knockdown of either *ebd* or *ewg* (Fig 4A–4H’; quantification: Fig 4I). Based on these findings, we conclude that Ebd and Ewg are required in progenitors to mediate the gut defects resulting from *Apc1* loss.

**Fig 4:**
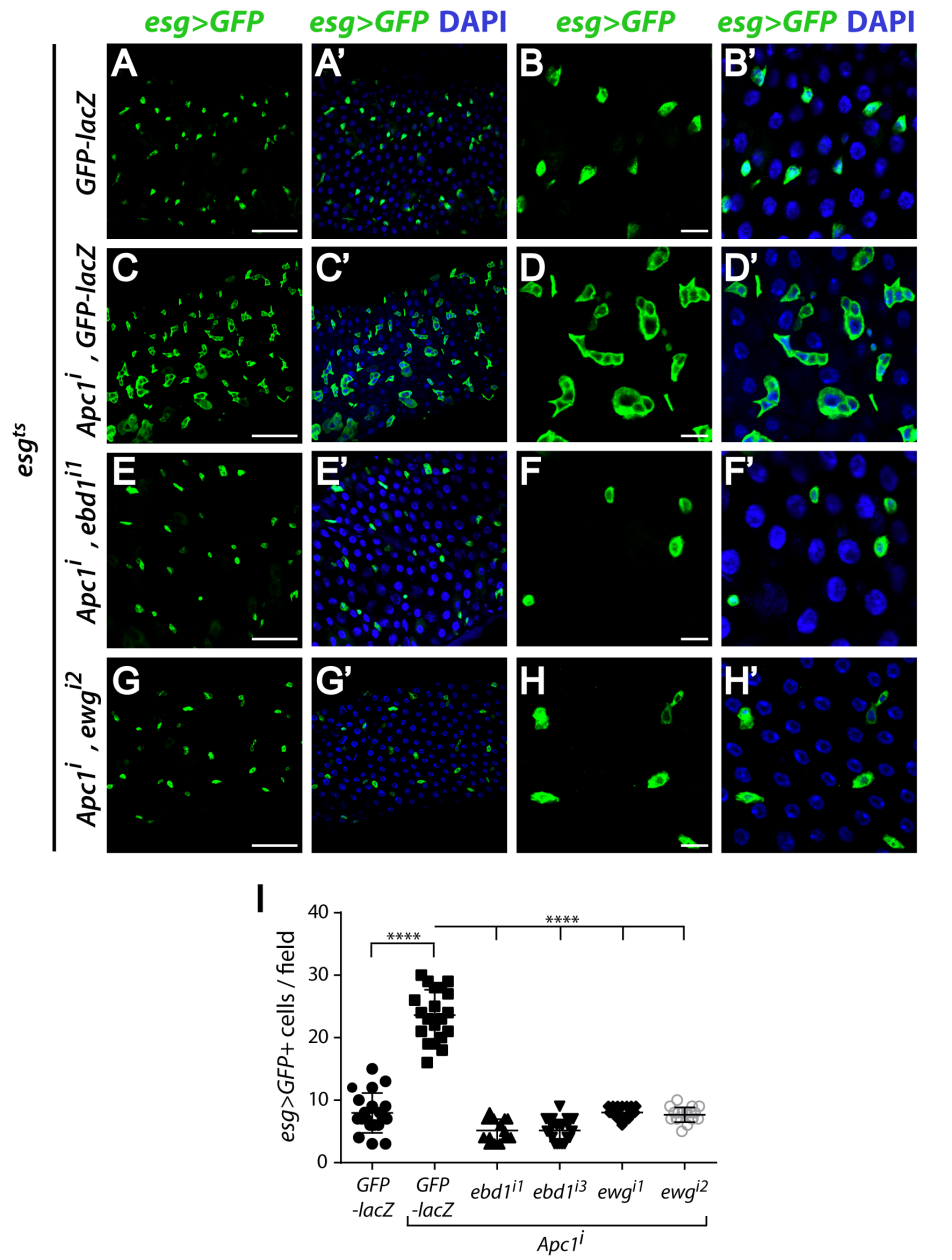
Ebd and Ewg are required in progenitors to mediate *Apc1* mutant intestinal defects. (A-H’) The excess progenitor cells (marked by *esg>GFP*, green) that result from reducing *Apc1* activity (A-D’) are suppressed upon concomitant knockdown of either *ebd* (E-F’) or *ewg* (G-H’) in progenitors. Crosses were shifted from 18°C to 29°C during the second instar larval stage and progeny of desired genotype were examined 2–3 days post-eclosion. Low magnification view (scale bars: 50 μm): A-A’, C-C’, E-E’ and G-G’; high magnification view (scale bar: 10 μm): B-B’, D-D’, F-F’ and H-H’. Nuclei are labeled by DAPI (blue). (I) Concomitant RNAi-mediated knockdown in progenitor cells of *Apc1* and either *ebd1* or *ewg* rescues the *Apc1* RNAi-mediated supernumerary progenitor defects, as measured by *esg>GFP* staining. **** P<0.0001 (t-test). Genotypes: ***GFP-lacZ*:** *esg-Gal4 tubGal80*^*ts*^ *UAS-GFP/+; UAS-GFP-lacZ* ***Apc1***^***i***^**, *GFP-lacZ*:** *UAS-Dicer2/+; esg-Gal4 tubGal80*^*ts*^ *UAS-GFP/+; UAS-Apc1 RNAi#1/UAS-GFP-lacZ* ***Apc1***^***i***^**, *ebd1***^***i1***^: *UAS-Dicer2/+; esg-Gal4 tubGal80*^*ts*^ *UAS-GFP/+; UAS-Apc1 RNAi#1/UAS-ebd1 RNAi#1* ***Apc1***^***i***^**, *ebd1***^***i3***^: *UAS-Dicer2/+; esg-Gal4 tubGal80*^*ts*^ *UAS-GFP/+; UAS-Apc1 RNAi#1/UAS-ebd1 RNAi#3* ***Apc1***^***i***^**, *ewg***^***i2***^: *UAS-Dicer2/+; esg-Gal4 tubGal80*^*ts*^ *UAS-GFP/+; UAS-Apc1 RNAi#1/UAS-ewg RNAi#2* ***Apc1***^***i***^**, *ewg***^***i1***^: *UAS-Dicer2/+; esg-Gal4 tubGal80*^*ts*^ *UAS-GFP/+; UAS-Apc1 RNAi#1/UAS-ewg RNAi#1*.

### Ebd1 promotes Wingless target gene activation in the adult midgut under physiological conditions, whereas Ewg is dispensable

Our findings indicate that both Ebd1 and Ewg are required for the aberrantly increased expression of the Wingless target genes resulting from *Apc1* loss in the adult midgut (Fig 2 and Fig 3; S7, S8 and S10 Figs). To determine whether Ebd1 and Ewg also promote Wingless target gene expression in the adult midgut under physiological conditions, we analyzed the expression of the Wingless target gene reporter *notum-lacZ*. Under basal conditions, *notum-lacZ* expression peaks at both the foregut/midgut (Fig 2B) and the midgut/hindgut boundaries (Fig 5). This expression of *notum-lacZ* is completely dependent on Wingless pathway activation, as revealed by its loss in *fz Dfz2* double null mutant [102] or *dsh* null mutant clones [103] (Fig 5A–5D”). We found that in many, but not all *ebd1* null mutant clones, *notum-lacZ* expression was eliminated (Fig 5E–5F”), providing evidence that Ebd1 promotes the activation of Wingless target genes not only in hyperactivated states, but also during homeostasis in the adult midgut. In contrast, *ewg* null mutant clones resulted in no detectable reduction in the expression of *notum-lacZ* (Fig 5G–5H”). In addition, *ewg* null mutant clones also did not affect the expression of the other two Wingless target gene reporters, *fz3-RFP* (S13A–S13B” Fig) or *nkd-lacZ* (S13C–S13D” Fig), suggesting that Ewg is dispensable for Wingless target gene activation in the adult midgut under physiological conditions. Thus, these findings indicate although both Ebd and Ewg are essential for the hyperactivation of Wingless signaling upon *Apc1* inactivation, only Ebd is required for Wnt pathway activation during intestinal homeostasis, whereas Ewg is dispensable.

**Fig 5:**
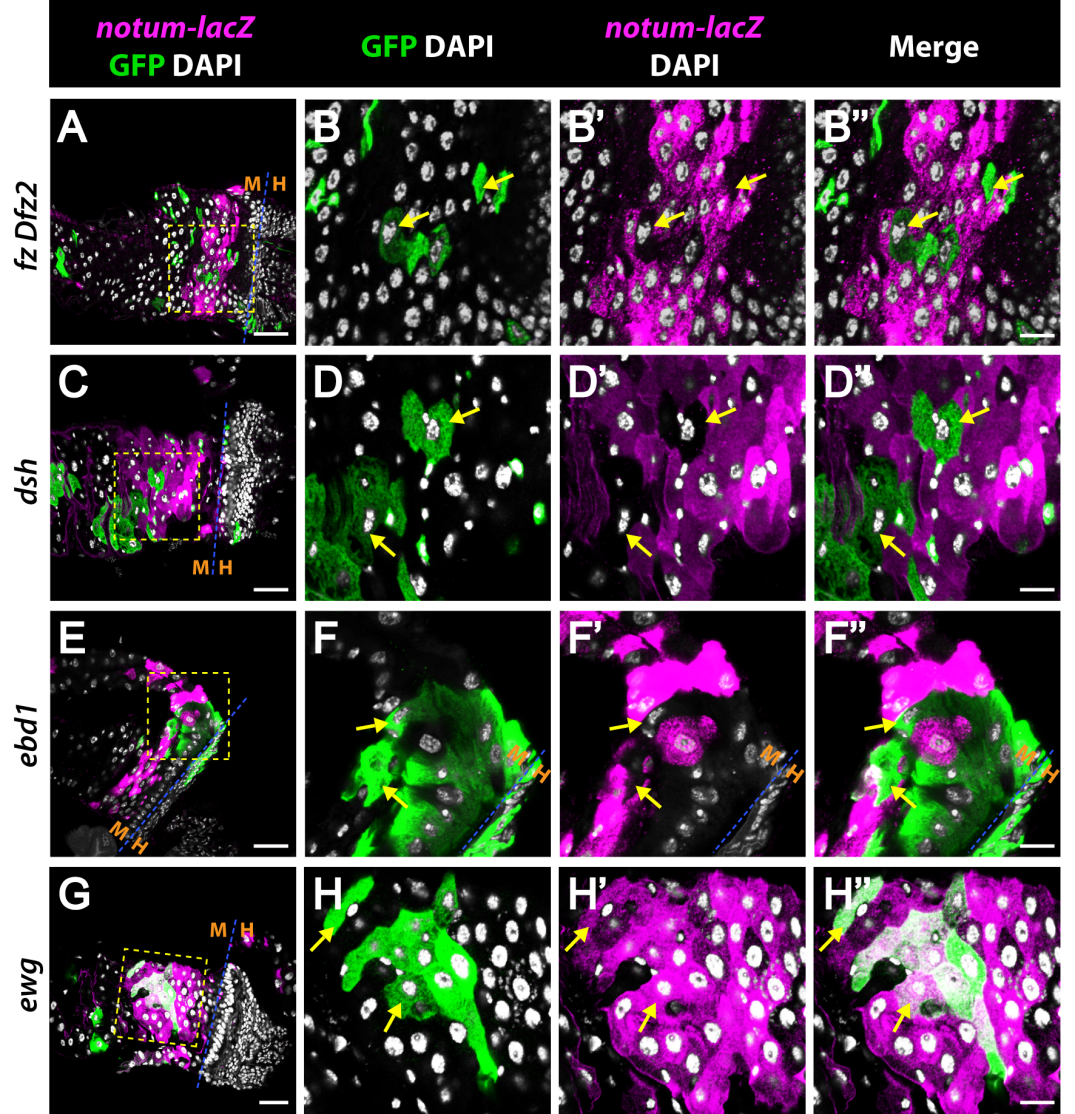
Ebd1 is required for physiological Wingless signal transduction, whereas Ewg is dispensable. Expression of *notum-lacZ* (magenta), a Wingless target gene reporter, is diminished in mutant clones of *fz Dfz2* (A-B”), *dsh* (C-D”) and *ebd1* (E-F”) (arrows), but is retained in *ewg* mutant clones (G-H”), suggesting Ebd1 is required for Wingless-dependent expression of *notum* during homeostasis. Ewg, in contrast, is dispensable for this process. Clones are marked with GFP (green) and the midgut-hindgut (M-H) boundary is indicated (A, C, E-F”‘ and G). Magnified views of the boxed regions in (A, C, E and G) are shown in (B-B”, D-D”, F-F” and H-H”), respectively. Scale bars: (A, C and E) 30 μm, (G) 25 μm and (B-B”, D-D”, F-F” and H-H”) 10 μm. Genotypes: ***fz Dfz2***: *y w hs-flp/+; tub-Gal4 UAS-GFP/notum-lacZ; FRT2A tub-Gal80/FRT2A fz^H51^ Dfz2^C1^* ***dsh*:** *hs-flp tub-Gal80 FRT19A/dsh*^*3*^ *FRT19A; notum-lacZ/+; tub-Gal4 UAS-mCD8*::*GFP/+* ***ebd1*:** *y w hs-flp/+; tub-Gal4 UAS-GFP/notum-lacZ; FRT2A tub-Gal80/ebd1*^*5*^ *FRT2A* ***ewg*:** *hs-flp tub-Gal80 FRT19A/ewg*^*2*^ *FRT19A; notum-lacZ/+; tub-Gal4 UAS-mCD8*::*GFP/+*.

### Ebd is required for adult intestinal homeostasis, whereas Ewg is dispensable

Wingless pathway activation is crucial for the maintenance of adult midgut homeostasis [89,92]. We thus sought to determine whether Ebd and Ewg are required for this process. To test whether Ewg has a role during adult midgut homeostasis, we first analyzed *ewg*^*P1*^, a hypomorphic allele containing an *ewg* missense mutation ([54]; note that complete inactivation of *ewg* results in embryonic lethality). In comparison with controls, *ewg*^*P1*^ midguts contained comparable numbers of progenitor cells (marked by *esg>GFP*) and displayed normal epithelial architecture (Fig 6A–6B’). Thus, although this allele revealed that Ewg is crucial for the hyperactivated Wingless signaling and intestinal hyperplasia that results from *Apc1* inactivation in the adult midgut (Figs 1–3 and S1, S2, S7, S8 and S10 Figs), it exhibits no detectable defects under physiological conditions. To further reduce the level of *ewg* activity, we examined the midguts of flies transheterozygous for the null allele *ewg*^*2*^ and the hypomorphic allele *ewg*^*1*^, which is the most severe viable combination of *ewg* alleles (all mutant flies exhibit “erect wing” defects) [54,55]. Notably, no excess progenitors were observed in *ewg*^*2*^/*ewg*^*1*^ transheterozygotes (Fig 6C and 6D; quantification: Fig 6E). These results suggested that consistent with our observation that Ewg is dispensable for physiological Wingless target gene activation, Ewg does not have a role in Wingless-dependent adult intestinal homeostasis. Gut cell type specific RNA-seq under homeostatic condition revealed previously [104] that expression of Ewg is very low during intestinal homeostasis, while Ebd1 is expressed in all gut cell types (Fig 6F). Thus, the possibility arose that loss of *Apc1* induces overexpression of *ewg* and this might explain why Ewg is essential for hyperactivated Wingless signaling but dispensable for physiological signaling. However, RT-qPCR of *ewg* expression revealed a less than 2-fold increase in *Apc1* mutants (Fig 6G), suggesting that an increase in Ewg levels is unlikely the mechanism by which Ewg mediates the consequences of *Apc1* loss in the adult midgut.

**Fig 6:**
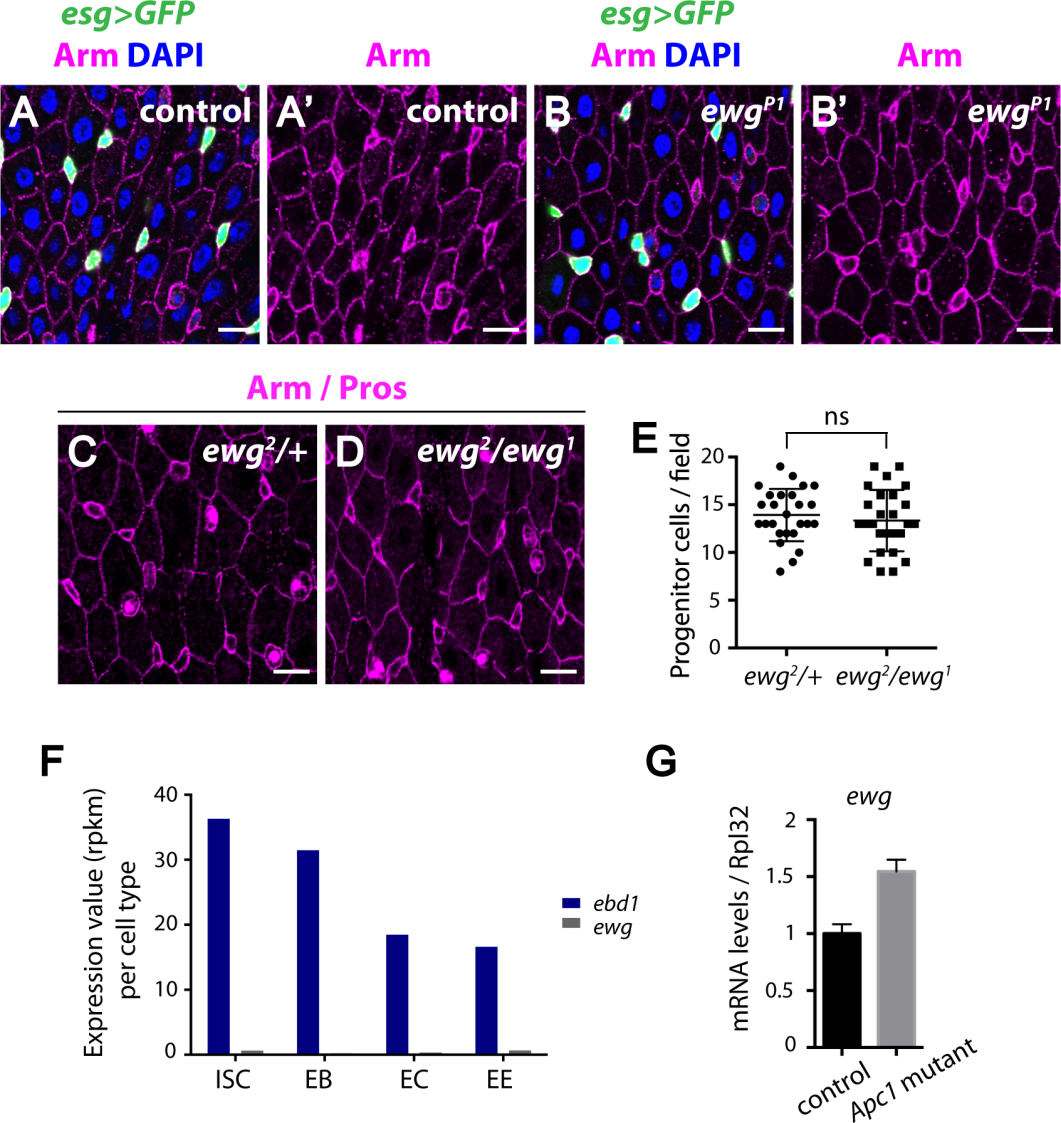
Ewg is not required for intestinal homeostasis in physiological conditions. (A-B’) No overt change in the number of progenitor cells (marked with *esg>GFP*, green A and B) is detected in *ewg*^*P1*^ mutants compared to controls, suggesting that Ewg is not required for homeostasis of intestinal tissues under physiological conditions. In addition, *ewg*^*P1*^ mutants exhibit a normal, well-organized epithelial structure (marked with Arm, magenta A’ and B’). (C-D) Similarly, no obvious change in the number of progenitor cells is detected in *ewg*^*2*^*/ewg*^*1*^ mutants compared to controls. Progenitor cells are identified as small cells with strong Arm staining and the absence of Prospero staining. (E) Quantification of progenitor cell numbers in a defined field in the posterior midguts of age matched *ewg*^*2*^*/+* and *ewg*^*2*^*/ewg*^*1*^ flies. ns: not significant (t-test). (F) Cell type specific RNA-seq of Drosophila intestines (performed by Dr. Buchon’s lab; FlyGut-seq [104]) revealed that under homeostatic conditions, *ebd1* is expressed in all gut cell types, whereas *ewg* is expressed at very low levels in the gut. RPKM: Reads Per Kilobase of transcript per Million. (G) Quantification of Ewg expression levels in control and *Apc1* mutant guts. Scale bars: (A-D) 10 μm. Genotypes: (A-B’) **control:** *esg-Gal4 UAS-GFP/+* ***ewg***^***P1***^: *ewg*^*P1*^*; esg-Gal4 UAS-GFP/+* (G) **control:** *Apc1*^*Q8*^*/+* ***Apc1 mutant*:** *Apc1*^*Q8*^.

We next analyzed whether Ebd is required during adult intestinal homeostasis. In Drosophila, two Ebd proteins, Ebd1 and Ebd2, possess partially redundant functions [53]. To elucidate the function of Ebd1 in the midgut, we compared the intestinal epithelium of control (*ebd1/+*) to *ebd1*^*240*^ null mutants [53]. We found that the number of progenitor cells (marked by *esg>GFP* or combination of Arm/Prospero staining) was significantly increased in *ebd1* mutants (S14A–S14F Fig; quantification: S14M). In addition, in contrast to the control midguts, very few of which (8%) displayed chains of progenitors and none of which exhibited clusters of progenitor cells, the majority of *ebd1* mutant midguts (60%) contained chains of progenitor cells and 15% exhibited clusters (S14A–S14F Fig, quantification: S14N Fig). To further determine whether this requirement for Ebd1 in the regulation of ISC proliferation occurs during adulthood, we generated marked *ebd1* null mutant clones in adults. We found that *ebd1* mutant clones were markedly larger than control clones: 44% of *ebd1* mutant clones contained more than 4 cells, as compared to 14% of the control clones (S15 Fig). Together, these findings indicate that in contrast to Ewg, Ebd1 is required for intestinal homeostasis during adulthood, resembling other Wingless pathway components [89,92].

We further sought to determine whether the combined inactivation of *ebd1* and *ebd2* would result in a more severe phenotype than inactivation of *ebd1* singly. Staining for *esg>GFP* revealed that by comparison with *ebd1* single mutants, a larger proportion of *ebd1ebd2/ebd1* mutant midguts displayed clusters of progenitor cells (42%), and this proportion increased further in midguts homozygous mutant for both *ebd1* and *ebd2* (58%) (S14G–S14L Fig; quantification: S14N Fig), indicating that *ebd2* inactivation exacerbated the severity of *ebd1* null mutant phenotype. To further differentiate the subtypes of progenitor cells that are deregulated by loss of the Ebd1 and Ebd2 proteins, we examined the ISC-specific marker Delta (Dl) [105] and the EB-specific marker *GBE-Su(H)-lacZ* in *ebd1 ebd2/ebd1* mutants, and detected a significant increase in the number of both cell types as compared to controls (Fig 7A–7L; quantification: Fig 7M and 7N). Furthermore, 33% of ISCs (*esg*+, *GBE-Su(H*)-) were associated with an EB (*esg*+, *GBE-Su(H*)+) in controls, but this number increased to 78% in *ebd1 ebd2/ebd1* mutants (Fig 7O). Together, both Ebd1 and Ebd2 are required for homeostasis of the Drosophila midgut as their inactivation leads to an aberrant increase in both ISCs and EBs.

**Fig 7:**
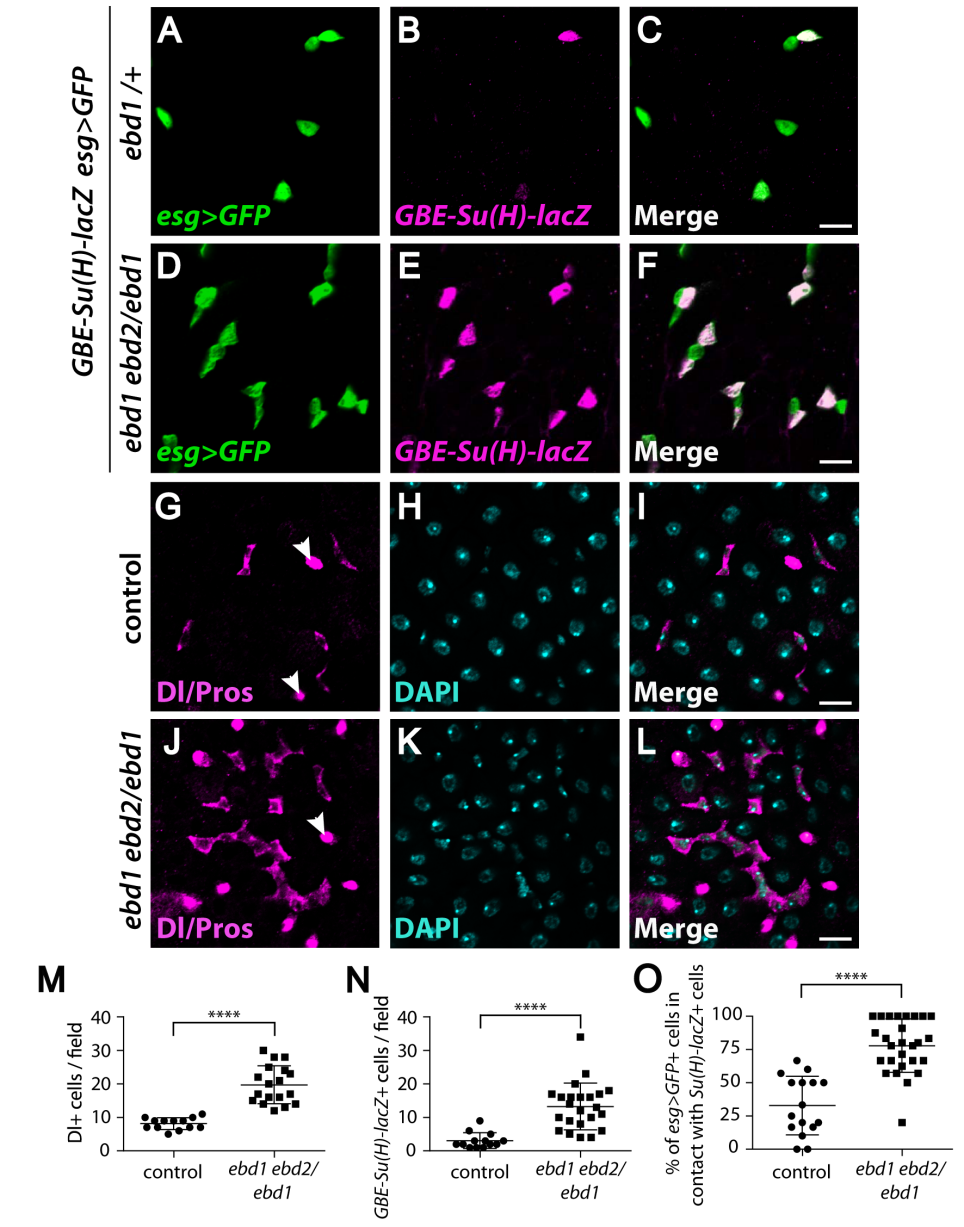
Ebd inhibits the proliferation of intestinal stem cells. (A-F) Loss of *ebd* results in increased numbers of progenitor cells (marked with *esg>GFP*, green), including EBs (marked with *GBE-Su(H)-lacZ*, magenta) (compare D-F with A-C). Nearly all *esg>GFP* positive cells are associated with at least one *GBE-Su(H)-lacZ* positive cell in *ebd1 ebd2/ebd1* mutants (D-F), suggesting that the mutant ISCs have a higher proliferation rate. (G-L) Loss of *ebd* leads to increased proliferation of ISCs, marked by Dl staining (magenta, compare J-L with G-I). EEs are stained with Prospero (Pros, magenta, arrowheads) and nuclei with DAPI (turquoise). (M and N) *ebd1 ebd2/ebd1* mutants have higher numbers of Dl positive ISCs (M) and *GBE-Su(H)-lacZ* positive EBs (N) compared to control. (M) **** P<0.0001 (t-test), (N) **** P<0.0001 (t-test). (O) An increased number of ISCs are associated with EBs in *ebd1 ebd2/ebd1* mutants compared to controls. **** P<0.0001 (Mann-Whitney test). Scale bars: (A-L) 10 μm. Genotypes: (A-F) ***ebd1/+*:** *GBE-Su(H)-lacZ/+; esg-Gal4 UAS-GFP/+; ebd1*^*240*^*/+* ***ebd1 ebd2/ebd1*:** *GBE-Su(H)-lacZ/+; esg-Gal4 UAS-GFP/+;* e*bd1*^*5*^ e*bd2*^*136*^*/* e*bd1*^*240*^ (G-L) **control:** Canton S ***ebd1 ebd2/ebd1*:** e*bd1*^*5*^ e*bd2*^*136*^*/* e*bd1*^*240*^.

### Ebd1 non-autonomously prevents aberrant ISC overproliferation

To determine the cell types in which Ebd1 is expressed in the midgut, we immunostained intestines with Ebd1 antibody [53] (S16A–S16A” Fig). Using *ebd1* null mutant clones to test the specificity of the Ebd1 antibody, we found that Ebd1 is expressed in enterocytes (S16B–S16C”‘ Fig). We also detected Ebd1 in progenitors and EEs, but based on mutant clonal analysis, it was not clear that this staining was above background (S16B–S16C”‘ Fig). Therefore we conclude that there is strong Ebd1 expression in ECs, and any Ebd1 expression in progenitors cells or EEs is lower than the detection limit of the Ebd1 antibody. We also tested *ebd1-Gal4* lines [53] to drive reporter expression, which revealed that Ebd1 is strongly expressed in ECs, but also detectable at lower levels in progenitors and EEs (S17 Fig).

The activation of Wingless signaling in ECs inhibits the proliferation of ISCs non-autonomously to regulate adult intestinal homeostasis [89,92]. Similarly, we found that an abnormally large number of progenitor cells were clustered around *ebd1*^*240*^ or *ebd1*^*5*^ null mutant clones (Fig 8A–8B’; quantification: Fig 8C). The excess progenitor cells present near *ebd1* clones resulted from aberrantly increased proliferation, as revealed by the number of pH3 positive cells (Fig 8D). Since Wingless signaling is required specifically in ECs to regulate the proliferation of surrounding ISCs [92], we tested whether Ebd1 functions similarly by reducing *ebd1* expression in ECs using RNAi-mediated knockdown with the EC-specific driver *Myo1A-Gal4* [83]. As compared with controls, knockdown of *ebd1* in ECs resulted in increased numbers of progenitor cells (marked by *esg-lacZ* or a combination of Arm and Prospero staining) and ISCs (marked by Dl) that were present in chains or grouped in clusters (Fig 8E–8K and S18A–S18F Fig). Furthermore, the number of pH3-positive cells increased upon *ebd1* knockdown in ECs, confirming the overproliferation of ISCs (Fig 8L). Moreover, as reported previously for inactivation of other Wingless pathway components [92], increased ISC proliferation was observed when *ebd1* expression was disrupted during adulthood, but not during development (S18G–S18I Fig). These results were obtained with three independently derived transgenic *ebd1* RNAi lines to rule out the possibility of off-target effects. Together, our findings suggest that loss of *ebd1*, like that of Wingless pathway components, non-autonomously promotes the proliferation of neighboring ISCs.

**Fig 8:**
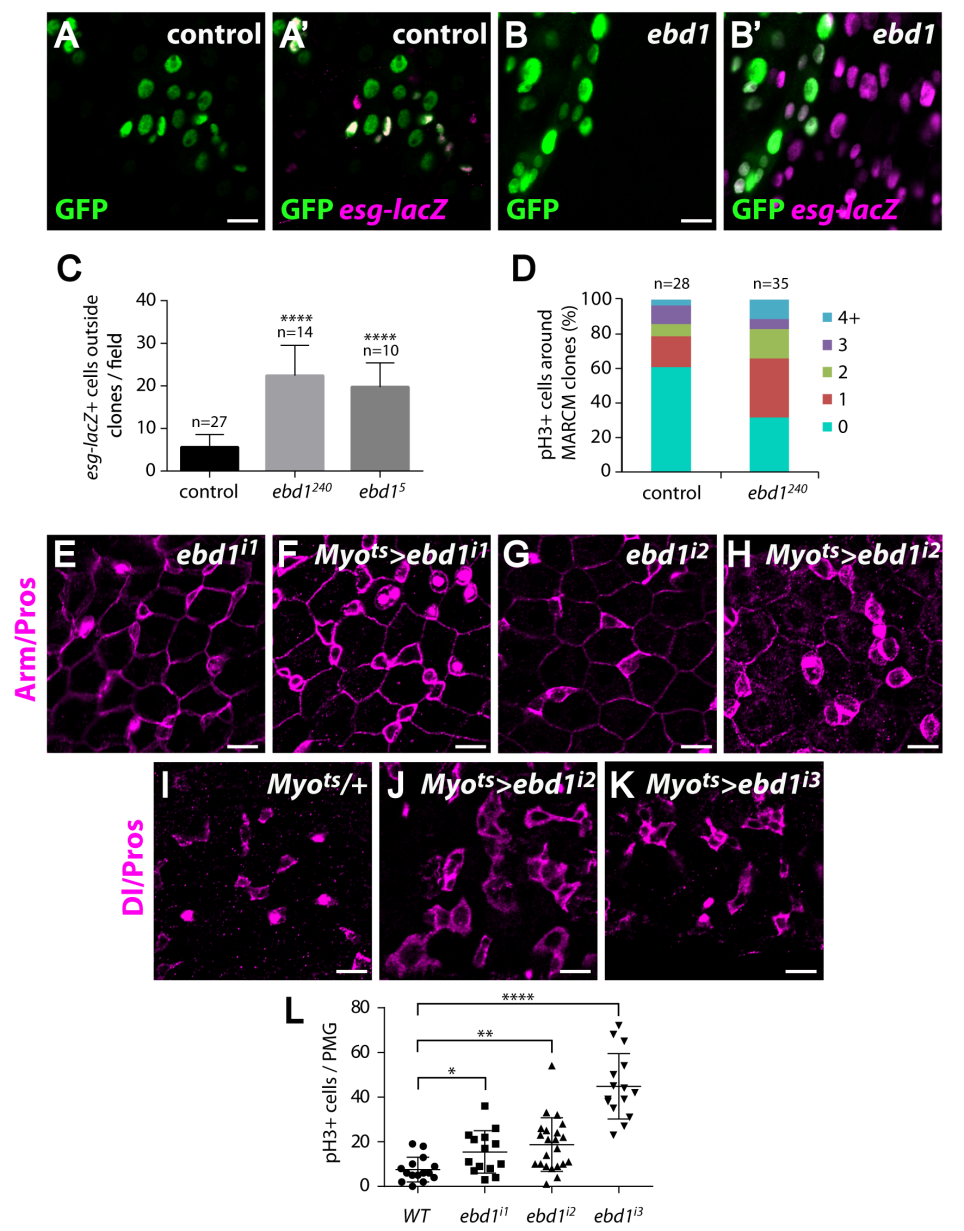
Ebd1 regulates stem cell proliferation non-autonomously. (A-B’) There are more progenitor cells, marked with *esg-lacZ* (magenta), near *ebd1*^*240*^ mutant clones (GFP labeled clones in green, B and B’), than near wild-type (control) clones (green, A and A’). (C) Quantification of the number of *esg-lacZ* positive cells around control clones and around clones of two independent *ebd1* null alleles, e*bd1*^*240*^ and e*bd1*^*5*^. **** P<0.0001 (t-test). (D) More pH3 positive cells are detected around *ebd1* mutant clones than around control clones, indicating that the rate of cell division is higher around the mutant clones. (E-H) RNAi-mediated disruption of *ebd1* expression, specifically in ECs, leads to increased numbers of progenitors (compare F to E, and H to G). Progenitor cells are identified as small cells with strong Arm staining and lack of Prospero staining (magenta). (I-K) RNAi-mediated disruption of *ebd1* expression, specifically in ECs, leads to increased numbers of ISCs (compare J and K to I). ISCs are stained with Dl (magenta) and EEs with Prospero (magenta). (L) Increased rates of ISC proliferation are observed when *ebd1* expression is knocked down with three independent RNAi lines. Proliferation rate is assessed by the number of pH3 positive cells in the posterior midgut (PMG). **** P<0.0001, ** P<0.01, * P<0.05 (t-test). Scale bars in (A-B’) and (E-K) are 10 μm. Genotypes: (A-B’) **control**: *y w hs-flp/+; tub-Gal4 UAS-GFP/esg-lacZ; FRT2A tub-Gal80/FRT2A* ***ebd1 (ebd1***^***240***^***)*:** *y w hs-flp/+; tub-Gal4 UAS-GFP/esg-lacZ; FRT2A tub-Gal80/ebd1*^*240*^ *FRT2A* ***ebd1***^***5***^: *y w hs-flp/+; tub-Gal4 UAS-GFP/esg-lacZ; FRT2A tub-Gal80/ebd1*^*5*^ *FRT2A* (E-K) ***ebd1***^***i1***^: *UAS-ebd1 RNAi#1/+* ***Myo>ebd1***^***i1***^: *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+; UAS-ebd1 RNAi#1/+* ***ebd1***^***i2***^: *UAS-ebd1 RNAi#2/+* ***Myo>ebd1***^***i2***^: *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+; UAS-ebd1 RNAi#2/+* ***Myo>+*:** *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+* ***Myo>ebd1***^***i3***^: *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+; UAS-ebd1 RNAi#3/+* (L) **WT:** *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+* ***ebd1***^***i1***^: *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+; UAS-ebd1 RNAi#1/+* ***ebd1***^***i2***^: *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+; UAS-ebd1 RNAi#2/+* ***ebd1***^***i3***^: *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+; UAS-ebd1 RNAi#3/+*.

As Wingless signaling controls the proliferation of ISCs through the Jak/Stat pathway [92], we examined whether Ebd1 analogously controls Jak/Stat signaling. RNAi-mediated knockdown of *ebd1* expression in ECs led to significant increases in the expression of *upd2* and *upd3*, ligands for the Jak/Stat pathway (Fig 9A). In contrast, little increase was detected in the expression of *decapentaplegic* (*dpp*) or *keren* (*krn*), EC-expressed ligands for the TGF-β and EGF pathway, respectively [106–109] (Fig 9A). Similarly, expression of *puckered* (*puc*) and *keap1*, target genes for the two major stress response signaling pathways, JNK (c-Jun N-terminal kinase) and Nrf2 (Nuclear factor 2) respectively [110–112], was not affected (Fig 9B). Thus, Ebd1 specifically regulates the expression of Jak/Stat pathway ligands in ECs, and could thereby control the activation of Jak/Stat signaling in adjacent ISCs. In support of this idea, we found that RNAi-mediated knockdown of *ebd1* in ECs induced expression of *Socs36e*, a direct target gene of the Jak/Stat pathway [113] (Fig 9B). To further test whether Jak/Stat signaling is activated in ISCs upon loss of *ebd1* in ECs, we analyzed the expression of the Jak/Stat pathway reporter, *stat-GFP* [114]. We found that *stat-GFP* expression increased markedly in ISCs near *ebd1* mutant clones (Fig 9C–9C”; quantification: Fig 9D), indicating that the Jak/Stat pathway was activated non-autonomously upon *ebd1* inactivation. To determine whether the ectopic activation of Jak/Stat signaling mediates the overproliferation of ISCs resulting from loss of *ebd1*, we concomitantly knocked down both *upd* and *ebd1* in ECs using RNAi. Dual knockdown of *ebd1*, and either *upd2* or *upd3*, reduced ISC proliferation in posterior midguts, as indicated by Dl and pH3 staining (Fig 9E and 9F). Therefore, Ebd1 activity in ECs, like that of Wingless pathway components, prevents the non-autonomous activation of JAK/STAT signaling in neighboring ISCs, and thereby inhibits their proliferation.

**Fig 9:**
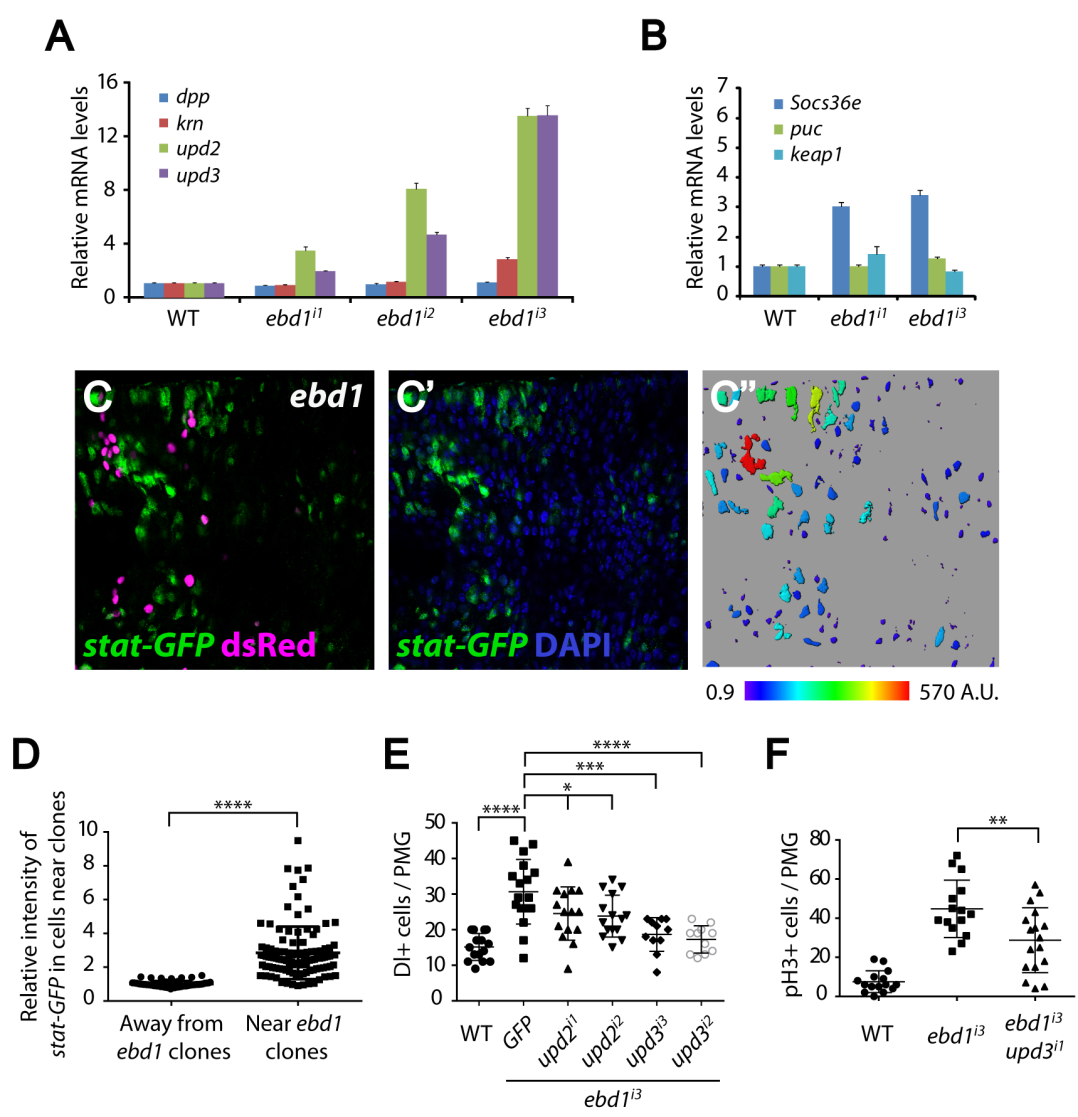
Loss of *ebd1* non-autonomously activates the Jak/Stat pathway to regulate ISC proliferation. (A) Expression of the Jak/Stat pathway ligands, *upd2* and *upd3*, increases upon RNAi-mediated knockdown of *ebd1* expression in ECs. Expression of two other ligands secreted by ECs, *dpp* and *krn*, is not affected by the loss of *ebd1*. (B) Increased expression of *Socs36e*, a downstream target of Jak/Stat signaling, is observed upon RNAi-mediated knockdown of *ebd1*. Conversely, knockdown of *ebd1* has no effect on expression of *puc* or *keap1*, indicating that the stress pathways are not activated and that Jak/Stat pathway induction is not a secondary defect due to the induction of a stress response. (C-D) Expression of the Jak/Stat pathway reporter, *stat-GFP* (green, C and C’), is higher near *ebd1* mutant clones (dsRed labeled clones in magenta, C) than far from the clones. Nuclei are marked with DAPI (blue). (C”-D) Imaris was used to quantify *stat-GFP* intensity near and away from *ebd1* mutant clones. **** P<0.0001 (Mann-Whitney test). (E) Concomitant knockdown of *upd2* or *upd3*, as well as *ebd1*, rescues the *ebd1* RNAi phenotype, as measured by Dl positive cells. This indicates that ectopic expression of *upd* in ECs is responsible for overproliferation of ISCs in *ebd1* mutants. **** P<0.0001, *** P<0.001, * P<0.05 (t-test). (F) Concomitant RNAi-mediated knockdown of *upd3* and *ebd1* rescues the *ebd1* RNAi-mediated ISC overproliferation phenotype, as measured by pH3 staining. ** P<0.01 (t-test). Scale bars: (C-C”) 50 μm. Genotypes: (A-B) **WT:** *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+* ***ebd1***^***i1***^: *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+; UAS-ebd1 RNAi#1/+* ***ebd1***^***i2***^: *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+; UAS-ebd1 RNAi#2/+* ***ebd1***^***i3***^: *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+; UAS-ebd1 RNAi#3/+* (C-D) *y w hs-flp tub-Gal4 UAS-dsRed/+; 10xstat-GFP/+; FRT2A tub-Gal80/ebd1*^*240*^ *FRT2A* (E) **WT:** *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+* ***ebd1***^***i3***^ **GFP:** *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+; UAS-ebd1 RNAi#3/UAS-GFP-lacZ* ***ebd1***^***i3***^ ***upd2***^***i1***^: *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+; UAS-ebd1 RNAi#3/UAS-upd2 RNAi#1* ***ebd1***^***i3***^ ***upd2***^***i2***^: *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+; UAS-ebd1 RNAi#3/UAS-upd2 RNAi#2* ***ebd1***^***i3***^ ***upd3***^***i1***^: *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/UAS-upd3 RNAi#1; UAS-ebd1 RNAi#3/+* ***ebd1***^***i3***^ ***upd3***^***i2***^: *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+; UAS-ebd1 RNAi#3/UAS-upd3 RNAi#2* (F) **WT:** *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+* ***ebd1***^***i3***^: *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/+; UAS-ebd1 RNAi#3/+* ***ebd1***^***i3***^ ***upd3***^***i1***^: *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/UAS-upd3 RNAi#1; UAS-ebd1 RNAi#3/+*.

The observation that *ebd1* inactivation results in ISC overproliferation in physiological conditions, but prevents ISC overproliferation in *Apc1* mutants presented us with a paradox. Analysis of the spatial and temporal requirement for Ebd1 provided an explanation for these unanticipated results. The *Apc1* mutant phenotype emerges during formation of the adult gut during pupation (S3–S5 Figs and S19A, S19C and S19E Fig), a stage in which *ebd1* knockdown has no effect (S18G–S18I Fig). Indeed, the midguts of newly eclosed *ebd1* mutants exhibited a similar number of EBs by comparison with the age-matched controls (S19A and S19B Fig; quantification: S19E Fig). Furthermore, Ebd1 is non-autonomously required in ECs to prevent ISC overproliferation during adult homeostasis (Figs 8 and 9 and S18 Fig), in contrast to its autonomous requirement in progenitor cells for the gut defects resulting from *Apc1* loss (Fig 4). Together, these findings indicate that Ebd1 plays qualitatively different roles in transducing physiological and pathological Wingless signaling, which are temporally and spatially distinct.

In summary, our analysis of two transcription cofactors, Ebd and Ewg, in the Drosophila midgut revealed that both Ebd and Ewg are required for all major consequences of *Apc1* inactivation: the hyperactivation of Wingless target genes, excess number of progenitor cells, and epithelial hyperplasia (Fig 10A). By contrast, during intestinal homeostasis, only Ebd, but not Ewg, is essential for the Wingless-dependent control of ISC proliferation (Fig 10B). Together, these findings provide evidence that some context-specific transcription cofactors are differentially required for physiological Wnt pathway activation during homeostasis versus the oncogenic hyperactivation of the Wnt pathway resulting from loss of *Apc1*, and thus may present opportunities for the therapeutic targeting of Wnt-driven diseases.

**Fig 10:**
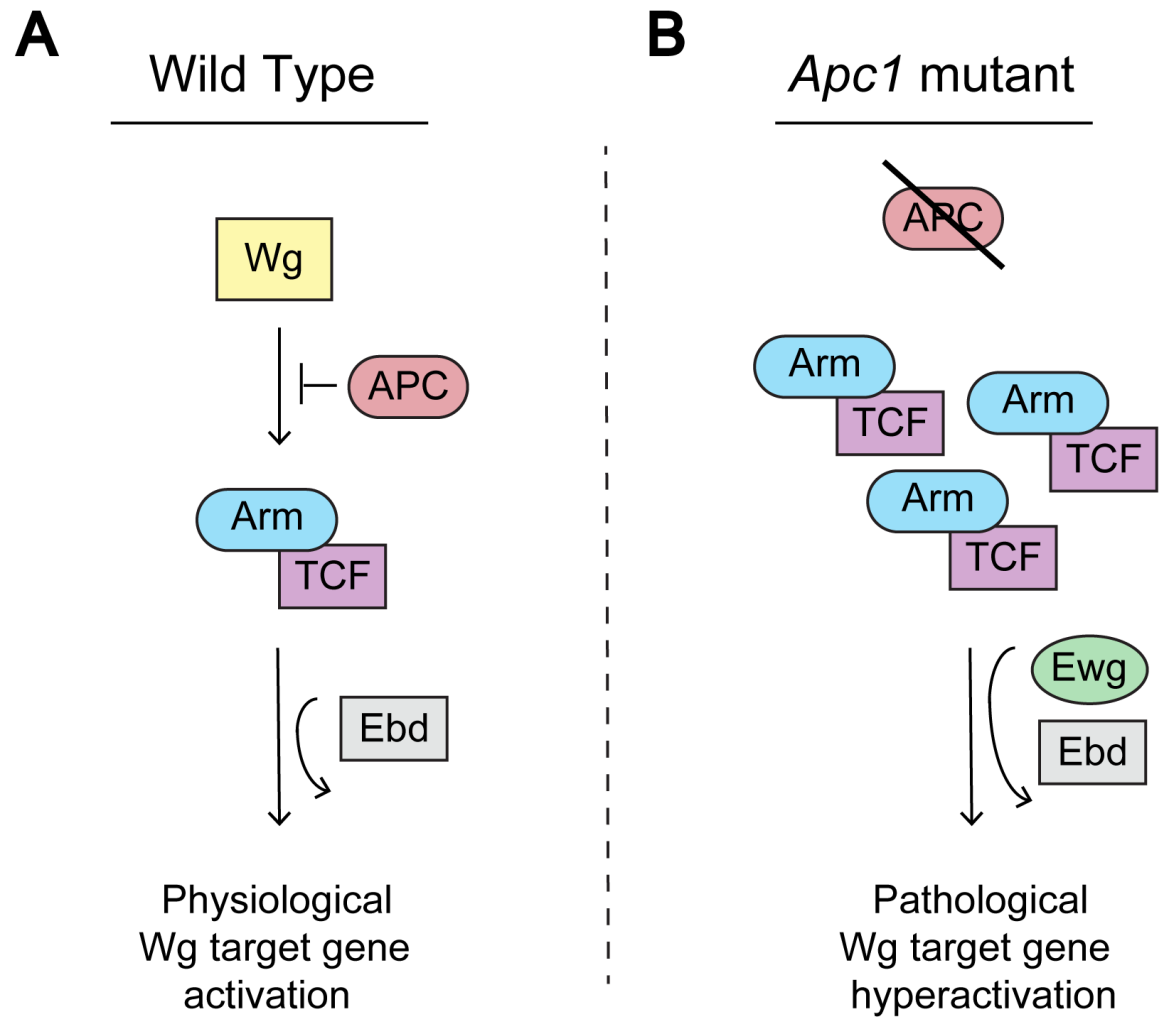
Model for Ebd and Ewg function in Wnt signaling. (A) Ebd, but not Ewg, is required for Wingless-dependent regulation of midgut homeostasis under physiological conditions. (B) Both Ebd and Ewg are required for high-level transcription of Wingless target genes and consequent ISC overproliferation and intestinal hyperplasia following *Apc1* inactivation.

## Discussion

Our findings indicate that both Ebd and Ewg are necessary for the aberrantly high-level Wnt target gene activation that mediates the consequences of *Apc1* loss. These results provide *in vivo* evidence that the core β-catenin-TCF transcriptional machinery is insufficient for the transformation of intestinal epithelial cells in *Apc1* mutants; cooperation of β-catenin-TCF with Ebd and Ewg is also necessary. As Ebd and Ewg are known to physically interact with each other and with β-catenin, we postulate that the Ebd-Ewg complex acts with β-catenin-TCF to activate the high-level transcription of Wnt target genes in ISCs in *Apc1* mutants. Moreover, Ebd, but not Ewg, is required for the Wnt-dependent control of ISC proliferation during homeostasis. Together, these studies reveal that transcription cofactors with context-specific roles in Wnt target gene activation under physiological conditions can be co-opted to function with β-catenin-TCF to promote the global hyperactivation of Wnt target genes following *APC* loss.

### Ebd and Ewg are essential mediators of the hyperactivated Wnt target gene expression and intestinal epithelial defects that result from *Apc1* inactivation.

In both mammals and Drosophila, two *APC* paralogs have partially redundant roles that are dependent on cell context. However, as in humans and mice, inactivation of a single Drosophila *APC* homolog alone is sufficient to induce ISC overproliferation, as well as defects in intestinal epithelial cell adhesion, cell polarity, and intestinal architecture that recapitulate many aspects of human colorectal cancer. Furthermore, similar to inactivation of human and mouse *APC*, loss of Drosophila *Apc1* results in aberrantly high levels of Wnt target gene expression in the intestine. Our analysis of one Wnt target gene reporter reveals a fivefold increase in its expression in *Apc1* mutant cells compared to wild-type cells even at intestinal compartment boundaries, which are the sites with the highest levels of Wingless protein and the highest activation of physiological Wingless signaling in the adult gut. Overall, the expression of approximately 1000 genes is significantly deregulated in *Apc1* mutant guts. These results provide evidence that inactivation of Drosophila *Apc1* singly results in intestinal hyperplasia and Wingless target gene hyperactivation, in a manner analogous to the pathological consequences that result from loss of mammalian *APC*.

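Without a threshold on the size of the change, 1856 genes (14.3% of those tested) had a limma adjusted p under 0.05 between *Apc1* mutant and wild-type midguts, 1156 higher and 700 lower in mutants. How far increases outnumber decreases may depend on the scaling. At 1.5-fold and an unadjusted p under 0.05, quantile normalization brought 1185 higher and 833 lower to 1003 and 905. At an adjusted p under 0.01, 558 genes changed by more than 2-fold. In the authors' deposited table, 653 probe sets had a step-up p under 0.05, and 375 of these also changed by more than 2-fold. By the q value in the same table, 1514 probe sets were under 0.05, 920 higher and 594 lower in mutants.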

Our findings also reveal that Ebd and Ewg mediate the intestinal epithelial defects and oncogenic levels of Wnt target gene expression that result from loss of *Apc1*. In addition, we find that although Ewg is a known sequence-specific DNA-binding protein and is required following *Apc1* loss for the high level expression of the Wnt target genes *fz3*, *nkd*, and *notum* through their well-characterized enhancers, Ewg consensus DNA binding sites are present in only one of these three enhancers. Therefore, the direct association of Ewg with DNA might not be required for Ewg’s role in the hyperactivation of Wnt signaling, or Ewg might also interact with non-consensus binding sites. Thus, in these contexts, Ebd might access DNA through its own CENPB-type DNA binding domains [53,115]. Alternatively, these findings raise the possibility that Ewg and Ebd access chromatin via protein-protein interactions instead of direct association with DNA. A precedent for this type of mechanism was documented previously for Fushi tarazu, which activates transcription even when its DNA-binding homeodomain is deleted, through interaction with the DNA-binding transcription factor Paired [116,117].

### Ebd, but not Ewg, is essential for Wingless-dependent control of ISC proliferation during homeostasis

In the Drosophila intestine, activation of Wingless signaling in ECs non-autonomously restricts the proliferation of surrounding ISCs during homeostasis. Our findings herein suggest that this process requires Ebd. We further find that Ebd is also required for the autonomous hyperactivation of Wingless signaling in ISCs that results in their overproliferation following *Apc1* loss. This novel finding reveals that Ebd is required for Wnt signaling during both normal homeostasis of the intestine and its aberrant hyperplasia, in addition to Ebd’s previously documented roles in muscles and neurons [53,54]. Similar to that in other tissues, the role of Ebd in the intestine is context-specific, as not all Wnt-mediated processes are dependent on Ebd; Ebd promotes the Wnt-mediated regulation of ISC proliferation during homeostasis, but is dispensable for the Wnt-dependent specification of cell fate near intestinal compartment boundaries [92]. Conversely, Ewg has no observed role in either of these Wnt-dependent processes. Thus, Ebd functions in an Ewg-independent manner in the adult gut under physiological conditions. These results suggest that Ebd and Ewg do not always function in a complex, and that recruitment of Ebd to chromatin by Ewg [54] is context-specific.

### Context-specific transcription cofactors in Wnt pathway hyperactivation: Implications for new therapeutic strategies in Wnt-driven cancer

Based on our findings, we propose that mechanistic differences in the Wnt transcriptional machinery underlie target gene activation in physiological versus pathological states. These novel distinctions likely underlie the markedly increased expression of Wingless target genes in the hyperactivated state that results from *Apc1* inactivation. Analogously, the mammalian transcription cofactors Pygo and BCL9 also form a complex that enhances target gene activation by β-catenin-TCF in the Wnt hyperactivated state. Neither mammalian Pygo nor BCL9 is required for Wnt-mediated ISC proliferation or maintenance during homeostasis, but both promote Wnt target gene expression in colorectal cancer. Most targeted therapies under investigation disrupt Wnt signaling not only in tumors, but also in normal tissues. Thus, the discovery that transcription cofactor complexes, such as Ebd-Ewg in Drosophila or Pygo-BCL9 in mammals, are essential for supraphysiological signaling but dispensable for most Wnt-dependent physiological processes may distinguish tumors from normal tissues and provide selectivity for therapeutic strategies that target Wnt-driven diseases.

Our findings suggest that the human homologs of Ebd and Ewg might provide novel therapeutic targets for the treatment of Wnt-driven cancers. Jerky (also known as JRK or JH8; [118–123]), the human homolog of Ebd, rescues *ebd* mutant phenotypes when expressed in Drosophila [53] and promotes the aberrant increase of both cell proliferation and β-catenin-TCF mediated transcription in colon cancer cell lines [53,124,125]. Moreover, aberrantly high levels of Jerky are present in several carcinomas, including colon, breast, and ovarian serous cystadenocarcinoma. Elevated Jerky expression is associated with increased β-catenin nuclear localization and the aberrantly increased expression of Wnt target genes in human colorectal tumors [125]. A possible role for Nuclear Respiratory Factor 1 (NRF1), the human homolog of Ewg, in Wnt signaling awaits future investigation. Together, these findings suggest that inhibition of Jerky, NRF1, or their physical interaction may provide promising therapeutic strategies for colorectal cancer.

## Materials and methods

### Fly stocks

**Reporters:** *esg>GFP* (*esg-Gal4 UAS-GFP)* [58], *GBE-Su(H)-lacZ* [58], *fz3-RFP* [95], *notum-lacZ* [93,94], *nkd(UpE2)-lacZ* [97], *esg-lacZ* [58], and *10x stat-GFP* (destabilized) [114].

**Mutant alleles:** *Apc1*^*Q8*^ [67], *ebd1*^*240*^ [53], *ebd1*^*5*^ [53], *ebd2*^*136*^ [53], *Df(3L)9698* [53], *ewg*^*P1*^ [54], *ewg*^*2*^ [55], *ewg*^*1*^ [55], *fz*^*H51*^ *Dfz2*^*C1*^ [102], *and dsh*^*3*^ [103].

**MARCM lines:** MARCM 82B: *y w hs-flp UAS-CD8*::*GFP; tub-Gal4 FRT82B tub-Gal80/TM6B* [126], MARCM 2A: *y w hs-flp; tub-Gal4 UAS-mCD8*::*GFP*^*LL5*^*/CyO act-GFP*^*JMR1*^*; FRT2A tub-Gal80*^*LL9*^ [127], or *y w hs-flp; tub-Gal4 UAS-GFP; FRT2A tub-Gal80/TM6B* (A kind gift from the Ohlstein lab), or *y w hs-flp tub-Gal4 UAS-dsRed; FRT2A tub-Gal80*, MARCM 19A: *hs-flp tub-Gal80 FRT19A;; tub-Gal4 UAS-mCD8*::*GFP/SM6^TM6B* [128].

**RNAi lines and Gal4 drivers:** *Myo1A-Gal4* [129], *ebd1-Gal4* [53] (DGRC#104336), *esg-Gal4 tubGal80*^*ts*^ *UAS-GFP/CyO*, *esg*^*ts*^ *F/O* (*esg-Gal4 tub-Gal80*^*ts*^ *UAS-GFP; UAS-flp Act>CD2>Gal4*) [83], *UAS-GFP-lacZ* (BDSC#6452), *w1118* (BDSC#5905), *UAS-Apc1 RNAi#1* (VDRC#51469; Construct ID: 1333), *UAS-Apc1 RNAi#2* (VDRC51468; Construct ID: 1333), *UAS-ewg RNAi#1* (BDSC#31104), *UAS-ewg RNAi#2* (BDSC#31225), *UAS-ebd1 RNAi#1* (VDRC#26180; Construct ID: 10952), *UAS-ebd1 RNAi#2* (BDSC#35765), *UAS-ebd1 RNAi#3* (BDSC#28296), *UAS-upd2 RNAi#1* (BDSC#33988), *UAS-upd2 RNAi#2* (BDSC#33949), *UAS-upd3 RNAi#1* (VDRC#27136; Construct ID: 6811), *UAS-upd3 RNAi#2* (BDSC#28575).

Canton S flies were used as wild-type controls. Fly crosses were performed at 25°C unless otherwise indicated.

### Immunohistochemistry

Primary antibodies were chicken anti-GFP (Abcam, Cat. no. ab13970, 1:10000), rabbit anti-GFP (Thermo Fisher Scientific, Cat. no. A-11122, 1:500), mouse anti-Arm [Developmental Studies Hybridoma Bank (DSHB), N2 7A1, 1:20], mouse anti-Discs large (DSHB, 4F3, 1:20), mouse anti-Prospero (DSHB, MR1A, 1:100), mouse anti-Delta (DSHB, C594.9B, 1:100), rabbit anti-dsRed (Clontech/TaKaRa, Cat. no. 632496, 1:500), mouse anti-β-gal (Promega, Cat. no. Z378B, 1:500), rabbit anti-β-gal (MP Biomedicals, Cat. no. 08559762, 1:5000), rabbit anti-phospho-histone H3 (Ser10) (Millipore, Cat. no. 06–570, 1:1000), rabbit anti-phospho-histone H3 (mix 1–1 of Cell signaling, Cat. no. 9701 (Ser10) and Cat. no. 9713 (Ser28), 1:100), guinea pig anti-Ebd1 ([53], 1:1000), Alexa Fluor 555 phalloidin (Thermo Fisher Scientific, Cat. no. A34055, 1:500) and DAPI (Sigma, 1:400). Secondary antibodies were goat or donkey Alexa Fluor 488 or 555 conjugates (Thermo Fisher Scientific, 1:400), and goat or donkey Cy5 conjugates (Thermo Fisher Scientific/Jackson Immunochemicals, 1:200).

Adult fly intestines were dissected in PBS and fixed in 4% paraformaldehyde in PBS for 45 minutes at room temperature. For Delta staining, intestines were fixed in 8% paraformaldehyde, 200mM Na cacodylate, 100mM sucrose, 40 mM KOAc, 10 mM NaOAc, and 10mM EGTA for 20 minutes at room temperature [130]. Tissues were then washed with PBS, 0.1% Triton X-100, followed by incubation in PBS, 0.1% Tween-20 and 10% BSA for 1 hour at room temperature. The samples were then incubated with primary antibodies at 4°C overnight in PBS, 0.5% Triton X-100. Samples were stained with secondary antibodies for 2 hours at room temperature. Specimens were stained with DAPI (2μg/ml) and mounted in Prolong Gold (Invitrogen). To assess the gut layers, specific mounting set-ups were performed according to a protocol from the Micchelli lab [74]. Larval guts were immunostained in the same way except that wandering third instar larvae were fixed in 4% paraformaldehyde in PBS for only 20 minutes and were incubated with primary antibodies in PBS, 0.1% Triton X-100. Fluorescent images were obtained on a Nikon A1RSi confocal microscope except those in (S6 Fig), which were captured on a Zeiss LSM 780 confocal microscope. Images were processed using Adobe Photoshop software.

### Clonal analysis

Mitotic clones were generated using the MARCM system [99]. Developmental clones were induced in third instar larvae by a single 2–3 hour heat shock at 37°C and examined 1 to 2 days after eclosion. To generate clones in the adult gut, flies were heat shocked for 30 minutes in a 37°C water bath four days post-eclosion. After heat shock, flies were maintained at 25°C for five days before analysis. For quantification of clone size, flies were maintained at 25°C for 14 days post heat shock and only clones in the posterior midguts were included in the analysis.

### Transgene expression using temperature-sensitive Gal4 and flip out systems

To induce temporal knockdown in ISCs, control or specific RNAi lines were crossed to the *esg*^*ts*^ (*esg-Gal4 tubGal80*^*ts*^ *UAS-GFP/CyO*) driver. For knock down during development, crosses were set up at 18°C and shifted to 29°C 6 days later (during the second instar larval stage). Progeny of desired genotypes were dissected 2–3 days after eclosion. For knock down during adulthood, crosses were maintained at 18°C until eclosion, and progeny of desired genotypes were then shifted to 29°C for 14 days before analysis.

To induce temporal knockdown in ECs, RNAi experiments were performed using *Myo1A-Gal4* with the temperature-sensitive Gal4 repressor, *Gal80*^*ts*^. Crosses were maintained at 22°C and on the day of eclosion, progeny of desired genotypes were shifted to the restrictive temperature (29°C) for 7 days.

To induce temporal knockdown using the “escargot flip out” system (*esg*^*ts*^ *F/O*: *esg-Gal4 tub-Gal80*^*ts*^ *UAS-GFP; UAS-flp Act>CD2>Gal4*), crosses were maintained at 18°C and 3-5-day-old progeny of the desired genotypes were shifted to 29°C. The marked *esg*^*+*^ cell lineages were analyzed 14 days later.

### Quantification and statistics

For quantification of ISCs, flies were stained with anti-Delta (Dl) and anti-Prospero antibodies. Images of the midgut R5a region [89] were obtained with a 60x lens and the total number of Dl-positive cells in a field of 0.051mm^2^ was counted. Similarly, progenitor cells inside a defined field were quantified by counting *esg>GFP*, *esg-lacZ*, or small cells with strong Arm staining and absence of Prospero staining. EBs inside a defined field were quantified by counting *GBE-Su(H)-lacZ* positive cells. For quantification of pH3-positive cells, the total number of pH3-positive cells in the posterior midgut of the indicated genotypes was counted. For quantification of pH3-positive cells near MARCM clones, the number of pH3-positive cells in a field of 4000 µm^2^ around the clone was counted.

For quantification of intestinal structure, 40x Z-stack confocal images of posterior midguts of desired genotypes were acquired. The maximum number of epithelial layers and maximum epithelial height were measured using NIS-elements software (Nikon).

Quantification of GFP intensity in “*esg*^*ts*^ flip out” guts was performed by measuring overall GFP intensity within two areas per posterior midgut and normalizing that value by the total number of cells in the field.

Quantification of *fz3-RFP* intensity was performed with ImageJ (NIH). For each clone examined (total of 57 clones derived from more than 20 guts), intensities of three separate areas within the clone and areas of identical size outside the clone were measured. The average intensities of the three areas were compared to the average intensities of their control counterparts.

Quantification of *stat-GFP* intensity was performed using Imaris software (Bitplane). *Stat-GFP*-positive cells within a field (40μm × 40μm) surrounding an *ebd1* mutant clone, or in an equal field at least 50μm away from the *ebd1* mutant clone, were identified and their intensity was measured.

All statistical tests were performed using Prism (GraphPad Software, USA).

### Microarray

Whole midguts from Canton S (control) or *Apc1*^*Q8*^ 7-day-old females were dissected in nuclease-free PBS and processed for transcriptomic analysis. Total RNA from 30 adult midguts per sample was extracted using Trizol following manufacturer’s instructions. Triplicate samples of each of the genotypes were prepared. RNA was sent to the Microarray facility at the University of Manchester where it was used to hybridize Drosophila Affymetrix 2.0 chips. The CEL files were subject to RMA normalization and log2 transformation followed by differential gene expression analysis by the Beatson Institute Bioinformatics department. Microarray data were deposited in the GEO database (GSE99071). GO term analysis was performed via “PANTHER GO-slim” [131].

### RT-qPCR validation

Whole midguts from 15–20 flies of desired genotypes were dissected in PBS and total RNA was extracted using the RNA miniprep kit (Zymo research). The RNA was subsequently treated with RQ1 DNase (Promega). 1 μg of RNA was reverse transcribed using pdT15 primers and M-MLV reverse transcriptase (Invitrogen). Expression level of candidate genes was quantified using the StepOne Real-time PCR system (Life Technologies) with SYBR green (Life Technologies/Biorad). RNA extraction of three biologically independent samples was performed. Two independent repeats are presented in Fig 3 and S10 Fig, respectively, as mean fold change relative to the internal control (rpl32), with standard deviation. The primers used are listed in Table 1.

**Table 1:** Primers for RT-qPCR validation.

Primer name	Sequence	Reference
rpl32_F	AGG CCC AAG ATC GTG AAG AA	[73]
rpl32_R	TTG TGC ACC AGG AAC TTC TTG AA	[73]
Socs36e_F	ATG ACC GTG CAC TCG CAA AT	[73]
Socs36e_R	CCT CGT AGC GGT CCA TCT TG	[73]
CG7997_F	GGC TGA ATC CTG TCC TGA T	This study
CG7997_R	CTG CTC AAT GAA ACT GGT CG	This study
sog_F	TTG CCC TGC TCC TCA ATC	This study
sog_R	GCT GCG AAA TCT TCC AGA C	This study
Akap200_F	TCT GAC CAC CGA AAA GAG T	This study
Akap200_R	CTT GCC AAA GGA AAT GCT TC	This study
CG6234_F	CTG GTT TCC GTG ATT CTC AAC	This study
CG6234_R	CTC CTC ATA AAC TGG CAC TG	This study
kay_F	CGA GGT GCT GAC GAA TAG C	This study
kay_R	TGT GGT TGT GAT GGC TGC	This study
vein_F	GTG AAG TTG CCT GGA TTC GT	[73]
vein_R	CTA CAG GGA GCG ACT GAT GC	[73]
spitz_F	TAC CAG GCA TCG AAG GTT TC	[73]
spitz_R	GAC CCA GGC TCC AGT CAC TA	[73]
CG31259_F	TTT GCC GTG TGC TAC TTG	This study
CG31259_R	TCG TGC CTC CAT CAT CTT	This study
DopEcR_F	CAG GAC ACC CAG AAT GC	This study
DopEcR_R	TCG TAC ACA ACT ACG GCT ATA	This study
AR-2_F	GTA ATG TTC TCC GTC CTC ATC	This study
AR-2_R	TCC AGT ACC TGA TTG TGG T	This study
Pdm2_F	AAT GAG TAG TGC CGT GAT GA	This study
Pdm2_R	CCG CTG TTT GAA GGT CTT	This study
nkd_F	GCC ACG CCA GCA AAC TGA AGA	This study
nkd_R	TGC GTG GTC GAT AGC GAT GCT	This study
notum_F	AGA GCA GCA GAA GCG TTA GC	This study
notum_R	AAA GCC GGA GAA GCT ACA AA	This study
fz3_F	ACA GTG AAG AGT AGT GGT CG	This study
fz3_R	CCA CCT CCT GTG GAA TCT GC	This study
CG16749_F	GAA TGG CTC CTC CAC GA	This study
CG16749_R	TGC TGC TCA TTG TAC GGA TG	This study
hh_F	CGT TCA TCA CCG AGT AGG C	This study
hh_R	CAA CTA CAA CAG GGA CAT CCT T	This study
CG32407_F	AAC CGC TGC TGA TCC TC	This study
CG32407_R	CCA TGT CCA AGT TAC TCA GAC C	This study
upd3_F	CCG TCT GAA TCT CAC TAG CAA AC	This study
upd3_R	TTC CGC ATC CTT CCC AG	This study
lectin-24A_F	TCC TGG CTG TAG GCA TTG A	This study
lectin-24A_R	ACA GTG AAA CTG GAC AGA ACG	This study
CG3961_F	TTG AAG ACC AAC TTG TCC CA	This study
CG3961_R	GCT GCG AGA ATG GAA TGT ACT A	This study
ewg_F	CCA CAA GCT ATC GGC TAG TCG	[132]
ewg_R	GCC CCA TTC GAG GAG TGA C	[132]

## Supporting information

S1 Fig Loss of *Apc1* alone is sufficient to induce excess progenitor cells and intestinal hyperplasia. (A-B) Dramatically increased numbers of *esg>GFP* marked progenitor cells are detected in *Apc1* mutants.
(C-D) Arm localization, which defines cell-cell junctions in the intestinal epithelium, is severely altered in *Apc1* mutants: the small progenitor cells form chains and clusters with strong Arm staining, whereas the large ECs have much less membrane-associated Arm.
(E-F) By contrast to the monolayer intestinal architecture in controls, *Apc1* mutant guts display extensive multi-layering and epithelial hyperplasia (cross-sectional view).
Scale bars: 50 μm.
Genotypes: **control:** *esg-Gal4 UAS-GFP/+; Apc1*^*Q8*^*/+*
***Apc1*:** *esg-Gal4 UAS-GFP/+; Apc1*^*Q8*^.
(TIF) Click here for additional data file.

S2 Fig Ebd and Ewg mediate *Apc1* mutant intestinal stem cell phenotypes. (A) Quantification of *esg>GFP* positive progenitor cells in control, *Apc1* mutants, *ebd Apc1* mutants and *ewg Apc1* mutants. Increased number of progenitor cells in *Apc1* mutants is rescued by concomitant loss of *ebd* or *ewg*. **** P<0.0001 (Mann-Whitney test).
(B-D) Inactivation of *Apc1* leads to dramatically increased numbers of EBs, marked with *GBE-Su(H)-lacZ* (green; compare C to B). This defect is suppressed in *ebd Apc1* double mutants (D).
(E) In contrast to the control guts, which exhibit a monolayer intestinal architecture, the *Apc1* mutant guts are multi-layered. This defect is rescued in *ebd Apc1* or *ewg Apc1* double mutants. **** P<0.0001 (t-test).
(F) Compared to controls, the maximum epithelial height is greatly increased in *Apc1* mutants. The height is reverts to a normal level upon concomitant loss of *ebd* or *ewg*. **** P<0.0001 (t-test).
Scale bars: (B-D) 10 μm.
Genotypes: (A) **control:** *esg-Gal4 UAS-GFP; Apc1*^*Q8*^*/+*
***Apc1*:** *esg-Gal4 UAS-GFP; Apc1*^*Q8*^
***ebd Apc1*:** *esg-Gal4 UAS-GFP; ebd1*^*240*^ *Apc1*^*Q8*^*/Df(3L)9698 ebd2*^*136*^ *Apc1*^*Q8*^
***ewg Apc1*:** *ewg*^*P1*^*; esg-Gal4 UAS-GFP; Apc1*^*Q8*^
(B-D) **control:** *GBE-Su(H)-lacZ/+; Apc1*^*Q8*^*/+*
***Apc1*:** *GBE-Su(H)-lacZ/+; Apc1*^*Q8*^
***ebd Apc1*:** *GBE-Su(H)-lacZ/+; ebd1*^*240*^ *Apc1*^*Q8*^*/Df(3L)9698 ebd2*^*136*^ *Apc1*^*Q8*^
(E-F) **control:** *Apc1*^*Q8*^*/+*
***Apc1*:** *Apc1*^*Q8*^
***ebd Apc1*:** *ebd1*^*240*^ *Apc1*^*Q8*^
***ewg Apc1*:** *ewg*^*P1*^*; Apc1*^*Q8*^.
(TIF) Click here for additional data file.

S3 Fig ISC overproliferation is readily detected in *Apc1* mutants at eclosion. Excess numbers of progenitor cells, marked by *esg>GFP* (green), are readily detected in newly eclosed *Apc1* mutant guts (compare C-C” to A-A”; high magnification view: compare D-D” to B-B”). The cell-cell junctions, which are marked by Arm (magenta), remained largely intact at this stage (compare C’ to A’; high magnification view: compare D’ to B’).
Scale bars: (A-A” and C-C”) 50 μm, (B-B” and D-D”) 10 μm.
Genotypes: **control:** *esg-Gal4 UAS-GFP; Apc1*^*Q8*^*/+*
***Apc1*:** *esg-Gal4 UAS-GFP; Apc1*^*Q8*^.
(TIF) Click here for additional data file.

S4 Fig *Apc1* mutant ISC defects are not present before pupation. (A-B”) Numbers of AMPs (adult midgut progenitors), marked by *esg>GFP* (green), are comparable between control and *Apc1* mutant guts.
(C-D”) The cell-cell junctions, marked by membrane-associated Discs large 1 (Dlg1, magenta), remain intact at this stage.
Scale bars: (A-B”) 10 μm, (C-D”) 50 μm.
Genotypes: **control:** *esg-Gal4 UAS-GFP; Apc1*^*Q8*^*/+*
***Apc1*:** *esg-Gal4 UAS-GFP; Apc1*^*Q8*^.
(TIF) Click here for additional data file.

S5 Fig Diminishing *Apc1* activity either during development of the adult gut or during adulthood results in excess progenitor cells. (A-D”) *Apc1* expression, knocked down using the *esg*^*ts*^ driver during formation of the adult gut (crosses were shifted from 18°C to 29°C during second instar larval stage and the progeny of desired genotype were examined 2–3 days post-eclosion), results in excess progenitor cells. Progenitor cells are identified as small cells with strong Arm staining and lack of Prospero staining (magenta) or by *esg>GFP* (green). Nuclei are labeled with DAPI (blue). Low magnification view: A-A’ (control) and C-C’ (*Apc1* RNAi); high magnification view: B-B’ (control) and D-D’ (*Apc1* RNAi).
(E-F”) *Apc1* expression, knocked down using the *esg*^*ts*^ driver during adulthood (progeny of desired genotype were shifted from 18°C to 29°C after eclosion and analyzed 14 days later), also results in excess progenitor cells (marked by *esg>GFP*, green). Nuclei are labeled with DAPI (blue). Low magnification view: E-E’ (control) and G-G’ (*Apc1* RNAi); high magnification view: F-F’ (control) and H-H’ (*Apc1* RNAi).
(I) Quantification of progenitor cell numbers when *Apc1* expression is knocked down during formation of the adult gut or during adulthood reveals dramatic increases in both contexts. **** P<0.0001 (t-test).
Scale bars: (A-A’, C-C’, E-E’ and G-G’) 50 μm, (B-B’, D-D’, F-F’ and H-H’) 10 μm.
Genotypes: ***Dcr Apc1***^***i1***^: *UAS-Dicer2/+; UAS-Apc1 RNAi#1/+*
***esg***^***ts***^***>Dcr Apc1***^***i1***^: *UAS-Dicer2/+; esg-Gal4 tubGal80*^*ts*^ *UAS-GFP/+; UAS-Apc1 RNAi#1/+*
***esg***^***ts***^***>GFP-lacZ*:** *esg-Gal4 tubGal80*^*ts*^ *UAS-GFP/+; UAS-GFP-lacZ*.
(TIF) Click here for additional data file.

S6 Fig Adult-specific *Apc1* knockdown induces ISC proliferation/self-renewal in the midgut during adulthood. (A-B”) Knockdown of *Apc1* expression during adulthood (2–3 day old adults of the desired genotypes were shifted from 18°C to 29°C for 14 days before analysis) results in increased stem/progenitor cell self-renewal (marked by GFP, green) using the stem/progenitor and lineage tracing “*esg*^*ts*^ flip out” system. Nuclei are labeled with DAPI (blue). PM: posterior midgut; AM: anterior midgut; CCR: copper cell region.
(C) Quantification of ISC proliferation by pH3 scoring upon *Apc1* knockdown during adulthood. PMG: posterior midgut. **** P<0.001 (t-test). Number of guts (n): control guts: n = 14 and *Apc1*^*i1*^, *Apc1*^*i2*^ guts: n = 7.
(D) Measurement of total GFP area in posterior midguts (PM) of control and adult-specific *Apc1* RNAi driven by the “*esg*^*ts*^ flip out”system”. *** P<0.001 (t-test). For both conditions, 2 pictures in different regions of the posterior midgut were taken for each midgut, n = 5.
Scale bars: (A and B) 100 μm, (A’-A”) and (B’-B”) 50 μm.
Genotypes: ***esg***^***ts***^***>F/O***: *esg-Gal4*, *tub-Gal80*^*ts*^, *UAS-GFP/+; UAS-flp Act>CD2>Gal4*, UAS-GFP/+
***esg***^***ts***^***>UAS- Apc1***^***i***^ ***F/O***: *esg-Gal4*, *tub-Gal80*^*ts*^, *UAS-GFP/ UAS-Apc1 RNAi#2; UAS-flp Act>CD2>Gal4*, *UAS-GFP / UAS-Apc1 RNAi#1*.
(TIF) Click here for additional data file.

S7 Fig Increased expression of the Wingless target genes *notum* and *fz3* resulting from *Apc1* loss requires Ebd and Ewg. Expansion of *notum-lacZ* (magenta; A and B) and *fz3-RFP* (magenta; E and F) expression upon loss of *Apc1* is suppressed by inactivation of *ebd* (C and G) or *ewg* (D and H). Anterior to the left. Scale bars: 100 μm.
Genotypes: (A-D) **control:** *notum-lacZ/+; Apc1*^*Q8*^*/+*
***Apc1*:** *notum-lacZ/+; Apc1*^*Q8*^
***ebd Apc1*:** *notum-lacZ/fz3-RFP; ebd1*^*240*^ *Apc1*^*Q8*^*/Df(3L)9698 ebd2*^*136*^ *Apc1*^*Q8*^
***ewg Apc1***: *ewg*^*P1*^*; notum-lacZ/+; Apc1*^*Q8*^
(E-H) **control:** *fz3-RFP/+; Apc1*^*Q8*^*/+*
***Apc1*:** *fz3-RFP/+; Apc1*^*Q8*^
***ebd Apc1*:** *notum-lacZ/fz3-RFP; ebd1*^*240*^ *Apc1*^*Q8*^*/Df(3L)9698 ebd2*^*136*^ *Apc1*^*Q8*^ (same gut as C)
***ewg Apc1***: *ewg*^*P1*^*; fz3-RFP/+; Apc1*^*Q8*^.
(TIF) Click here for additional data file.

S8 Fig Increased expression of the Wingless target gene *nkd* resulting from *Apc1* loss requires Ewg. Expansion of *nkd(UpE2)-lacZ* expression [magenta, compare B to A (low magnification view) and E to D (high magnification view)] upon loss of *Apc1* is suppressed by further inactivation of *ewg* (C and F). Nuclei are marked with DAPI. Anterior to the left.
Scale bars: 100 μm.
Genotypes: **control:** *nkd(UpE2)-lacZ/+; Apc1*^*Q8*^*/+*
***Apc1*:** *nkd(UpE2)-lacZ/+; Apc1*^*Q8*^
***ewg Apc1*:** *ewg*^*P1*^*; nkd(UpE2)-lacZ/+; Apc1*^*Q8*^.
(TIF) Click here for additional data file.

S9 Fig Analysis of gene ontology (GO) term enrichment of biological processes in *Apc1* mutant guts. A GO term analysis was performed on biological processes deregulated in *Apc1* mutant guts when compared to the wild type controls and the top enriched GO terms (p-value is p<0.05 for genes showing a minimum of 1.5 fold change) are visualized.
(TIF) Click here for additional data file.

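By these thresholds, an unadjusted limma p under 0.05 and a change of at least 1.5-fold, 2018 genes differed between the genotypes, 1185 higher and 833 lower in *Apc1* mutants. Of these, 1547 also had an adjusted p under 0.05. After quantile normalization the split was 1003 higher and 905 lower. In the authors' deposited table, 1988 probe sets met the same thresholds, 1213 higher and 775 lower. With the dim genes left out the count was 1084. The enrichment of GO terms was not analysed here.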

S10 Fig Up- or down-regulation of genes in the midgut upon loss of *Apc1* requires Ebd1 and Ewg. Quantitative RT-PCR of genes up- (A) or down-regulated (B) by loss of *Apc1*. Misexpression of both sets of genes is rescued in *ebd1 Apc1* and *ewg Apc1* double mutants. This is an independent biological replicate of the data shown in Fig 3.
Genotypes: **control:** *Apc1*^*Q8*^*/+*
***Apc1*:** *Apc1*^*Q8*^
***ebd Apc1*:** *ebd1*^*240*^ *Apc1*^*Q8*^
***ewg Apc1*:** *ewg*^*P1*^*; Apc1*^*Q8*^.
(TIF) Click here for additional data file.

S11 Fig Direct association of Ewg with DNA might not be required for Ewg’s role in the hyperactivation of Wnt signaling. (A) Sequence of TCF core (HMG: High Mobility Group) consensus DNA binding sites, TCF Helper site, as well as Ewg consensus DNA binding sites.
(B-D) Each of the Wingless reporters contains at least one TCF HMG consensus binding site and TCF Helper site, but only *fz3-RFP* (D) has an Ewg consensus binding site.
(TIF) Click here for additional data file.

S12 Fig The Ewg consensus binding site within the *fz3-RFP* reporter is conserved among sequenced Drosophila species. Using an Evoprinter analysis to identify site conservation, we found that the Ewg consensus binding site within the *fz3-RFP* reporter is 100% conserved within the melanogaster group (except that it is absent in the *Drosophila yakuba* species), and with only one substitution in the evolutionarily distant *Drosophila ananassae* and *Drosophila willistoni* species.
(TIF) Click here for additional data file.

S13 Fig Ewg is dispensable for physiological Wingless signal transduction. Expression *of fz3-RFP* (A-B”) or *nkd-lacZ* (C-D”), reporters for Wingless signaling (in magenta), is retained in *ewg* null mutant clones, suggesting that Ewg is not required for Wingless-dependent expression of *fz3* or *nkd*. Clones are marked with GFP (green). Magnified views of the boxed regions in (A or C) are shown in (B-B” and D-D”), respectively.
Scale bars: (A and C) 50 μm and (B-B” and D-D”) 10 μm.
Genotypes: (A-B”) *hs-flp tub-Gal80 FRT19A/ewg*^*2*^ *FRT19A; fz3-RFP/+; tub-Gal4 UAS-mCD8*::*GFP/+*
(C-D”) *hs-flp tub-Gal80 FRT19A/ewg*^*2*^ *FRT19A; tub-Gal4 UAS-mCD8*::*GFP/nkd-lacZ*.
(TIF) Click here for additional data file.

S14 Fig Ebd2 promotes intestinal stem cell homeostasis. (A-C) Progenitor cells, marked with *esg>GFP* (green, A) and observed as small cells with high levels of membrane-associated Arm and the absence of Prospero (Pros) staining (magenta, B), are either present as single cells or doublets distributed evenly in *ebd1/+* control guts.
(D-F) Chains of small *esg>GFP* positive progenitor cells (asterisk in F), with strong Arm staining, are observed in e*bd1*^*240*^ mutants.
(G-I) Flies homozygous mutant for *ebd1* and heterozygous mutant for *ebd2* (e*bd1*^*5*^ e*bd2*^*136*^*/* e*bd1*^*240*^) contain multi-cell clusters of *esg>GFP* positive cells (arrowhead in I), as well as chains of progenitor cells (asterisk).
(J-L) The prominence of clusters of *esg>GFP* positive cells is increased in flies homozygous mutant for both *ebd1* and *ebd2* (*ebd1*^*5*^ *ebd2*^*136*^*/ ebd1*^*240*^ *ebd2*^*136*^).
(M) *ebd1* and *ebd1 ebd2/ebd1* mutants have higher numbers of *esg>GFP* positive progenitor cells compared to controls. **** P<0.0001 (Mann-Whitney test).
(N) Proportion of posterior midguts containing chains and clusters of *esg>GFP* positive cells.
Scale bars: (A-L) 10 μm.
Genotypes: ***ebd1/+*:** *esg-Gal4 UAS-GFP; ebd1*^*240*^*/+*
***ebd1*:** *esg-Gal4 UAS-GFP; ebd1*^*240*^
***ebd1ebd2/ebd1*:** *esg-Gal4 UAS-GFP;* e*bd1*^*5*^ e*bd2*^*136*^*/* e*bd1*^*240*^
***ebd1ebd2*:** *esg-Gal4 UAS-GFP; ebd1*^*5*^ *ebd2*^*136*^*/ ebd1*^*240*^ *ebd2*^*136*^.
(TIF) Click here for additional data file.

S15 Fig Proliferation of intestinal stem cells is increased in *ebd1* mutants. Adult *ebd1* clones are larger than control clones, indicating that Ebd1 is required for homeostasis of intestinal tissue during adulthood. Transient clones were excluded by restricting the analysis to clones of two or more cells.
Genotypes: **control:** *y w hs-flp/+; tub-Gal4 UAS-GFP+; FRT2A tub-Gal80/FRT2A*
***ebd1*:** *y w hs-flp/+; tub-Gal4 UAS-GFP/+; FRT2A tub-Gal80/ebd1*^*240*^ *FRT2A*.
(TIF) Click here for additional data file.

S16 Fig Immunostaining with the Ebd1 antibody reveals that Ebd1 is expressed strongly in ECs under homeostatic condition. (A-A”) Fixed intestines were immunostained with the Ebd1 antibody and signals are detected in all intestinal epithelial cell types, including ECs (yellow arrow), progenitors (white arrow) and EEs (orange arrow).
(B-C”‘) Ebd1 staining is specifically diminished inside enterocytes in *ebd1* null mutant clones (marked with GFP).
Scale bars: (A-A”) 10 μm, (B and B’) 50 μm and (C-C”‘) 10 μm.
Genotypes: (A-A”) Canton S
(B-C”’) ***ebd1*:** *y w hs-flp/+; tub-Gal4 UAS-GFP/+; FRT2A tub-Gal80/ebd1*^*240*^ *FRT2A*.
(TIF) Click here for additional data file.

S17 Fig *ebd1* enhancer-trap Gal4 line drives reporter expression in all gut epithelial cell types. (A-A”) *UAS-GFP-lacZ* driven by *ebd1-Gal4* (an enhancer-trap line in which Gal4 is inserted in the endogenous *ebd1* locus) exhibits expression in ECs (yellow arrow), progenitors (white arrow) and EEs (orange arrow).
(B-B”) No signal is detected with *UAS-GFP-lacZ* alone.
Scale bars: 10 μm.
Genotypes: (A-A”) *ebd1(104336)>U-GFP-lacZ*
(B-B”) *U-GFP-lacZ/+*.
(TIF) Click here for additional data file.

S18 Fig Ebd1 non-autonomously regulates progenitor cell proliferation during adulthood. (A-F) RNAi-mediated disruption of *ebd1* expression leads to increased numbers of progenitor cells (compare D-F to A-C). Progenitor cells are marked with *esg-lacZ* (green) or are identified as small cells with strong Arm staining and lack of Prospero (Pros) staining (magenta). Flies were analyzed seven days post-eclosion.
(G-I) The number of progenitor cells in flies analyzed one day post-eclosion is not increased, indicating that Ebd1 regulates stem cell proliferation non-autonomously in adults, but not during development.
Scale bars: 10 μm.
Genotypes: **control:** *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/esg-lacZ*
***Myo>ebd1***^***i3***^: *Myo1A-Gal4 UAS-GFP tub-Gal80*^*ts*^*/esg-lacZ; UAS-ebd1 RNAi#3*.
(TIF) Click here for additional data file.

S19 Fig The roles of Ebd in physiological versus pathological Wingless signaling are qualitatively different. (A-D) Compared with controls (A), excess EBs (marked by *GBE-Su(H)-lacZ*, magenta) are readily detected in midguts of newly eclosed *Apc1* mutants (C). In contrast, this defect is not observed in age-matched *ebd1* mutants (B) and is suppressed in *ebd1 Apc1* double mutants (D). Nuclei are labeled by DAPI (turquoise).
(E) Quantification of *GBE-Su(H)-lacZ* positive cells in newly eclosed control, *ebd1*, *Apc1* and *ebd1 Apc1* mutants. **** P<0.0001, *** P<0.001, ns: not significant (t-test).
Scale bars: (A-D) 10 μm.
Genotypes: **control:** *GBE-Su(H)-lacZ/+*
***ebd1*:** *GBE-Su(H)-lacZ/+; ebd1*^*240*^
***Apc1*:** *GBE-Su(H)-lacZ/+; Apc1*^*Q8*^
***ebd1 Apc1*:** *GBE-Su(H)-lacZ; ebd1*^*240*^ *Apc1*^*Q8*^.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

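Expression was measured on Affymetrix Drosophila Genome 2.0 arrays hybridized with RNA from whole midguts of 7-day-old females, 3 samples of wild type and 3 of *Apc1* Q8 mutants, with 30 midguts per sample. The authors made the deposited log2 values from the array scans by RMA normalization and log2 transformation, 1 value per probe set and array, for 18952 probe sets. The paper's text names neither the software nor the background correction, and its statistics paragraph names Prism for the whole paper without naming a test for the arrays. The authors' deposited table also gives, per probe set, a ratio of mutant over control, its log2, and the p-value of their comparison of the genotypes, unadjusted and with Bonferroni, step-up and q value adjustment. These were checked against the deposited log2 values. The log2 ratio differed from the difference of group means by at most 5.66e-05. The log10 of the unadjusted p-value differed by at most 0.00168 from that of a 2-group test with equal variances. The step-up values differed from a Benjamini-Hochberg adjustment over all probe sets by at most 2.01e-05. Counts from this table are given as the authors', beside those computed here.

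All 6 arrays were used, grouped by genotype as the sample labels and the paper give it. The control strain is Canton S in the paper and w1118 in the description of the deposited data. The array medians lay between 2.54 and 2.60 and the upper quartiles between 5.30 and 5.46. The median SD of a gene within a group was 0.19 in wild type and 0.14 in *Apc1* mutants. The number of arrays limits the precision.

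Of the 18952 probe sets, 183 Affymetrix controls were left out. The other 18769 were named through their RefSeq accession (13892), their symbol or a synonym (304), or the name in the deposited table alone (118), 478 match several genes and carry all their names, and 3977 have no gene name and were not tested as genes. The remaining probe sets made 12994 gene entries, 1201 of them with more than 1 probe set, and each entry was represented by the probe set with the highest mean over all 6 arrays. A probe set that matches several genes counts as 1 entry of its own.

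The genotypes were compared with limma (version 3.58.1 in R 4.3.3; lmFit and eBayes without trend) with Benjamini-Hochberg adjustment over the 12994 entries. A gene was called at an adjusted p under 0.05 and a change of more than 2-fold. It was also counted by the difference of the means alone, and at a change of at least 1.5-fold with an unadjusted p under 0.05, the thresholds of the legend of S9 Fig. Lists of genes were tested with fry, with adjustment over the 18 lists. The lists hold the genes of Fig 3A and Fig 3B, Wingless target genes, Jak/Stat genes, Egfr pathway genes, markers of progenitors, enteroendocrine cells, enterocytes and the copper cell region, cell cycle genes, septate and adherens junction genes, antimicrobial peptide genes, stress and JNK genes, and genes of the ovary and eggshell, fat body, Malpighian tubules, muscle and hindgut. *Jon99Cii*, *Jon99Ciii*, *Jon99Fii*, *CecA1* and *CecA2* were on these lists but were matched to no entry and were not used here. Tables and tests of counts were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots with matplotlib 3.10.9.

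The tests, the lists, the alternatives and the rule for naming genes were chosen before the data were examined, apart from the tests named at the top of each part of the closing section. The genes named are those the paper names for the arrays or in Fig 3, *Apc*, *Apc2*, *ewg*, *ebd1*, *ebd2* and *upd2*, the members of the lists, *arm*, *pan*, *w* and *y*, which were written down with the lists but not tested as one, and the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05 and no overlap between the groups. *Mef2*, *CG6296*, *CG17191*, *Rnf11* and *Myo28B1* were named after their values were seen.

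The procedure was tested on simulated data for 12994 genes, of which 200 were changed by 2 on the log2 scale. It called 190 of these (95.0%) and 3 of the unchanged genes. The simulated genes varied independently of each other, and every simulated change lay well past the 2-fold threshold. These rates therefore do not carry over to changes near 2-fold or to genes that vary together. The alternatives were the mean of all probe sets of a gene, counting every probe set on its own or a gene when any of its probe sets passes, values centred on each array's median, quantile normalization of the deposited values, leaving out genes with a mean under 5 or under the median of all genes, eBayes with trend and robust estimation, array weights, limma's treat, an adjusted p under 0.01 or an unadjusted p under 0.05, the replicate number as a block, leaving out each array in turn, and camera with a preset correlation of 0.01 or an estimated one in place of fry. The RT-qPCR and imaging experiments and the GO terms of S9 Fig were not analysed here.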

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

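All tests of an explanation in this part were chosen only after the result was seen, while the list itself and its test were set beforehand.

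Antimicrobial peptide genes, which the paper does not mention, were higher in *Apc1* mutant midguts than in wild type, and they stand out as a signal in genes outside those the paper discusses. Over 15 entries, the median log2 difference was 4.45 (fry adjusted p = 0.000162), and the median of the list was between 1.92 and 2.14 on the wild-type arrays and between 6.16 and 8.16 on the *Apc1* mutant arrays. Of the 15 entries, 14 were higher in mutants and 11 were called, all 11 with no overlap between the groups. *Drsl2*, *AttA*, *DptB* and *Mtk* are on the list and are 4 of the 5 genes with the largest increases. *Def* rose from 4.35 ± 0.37 (SD, n = 3) to 8.80 ± 0.66 (SD, n = 3). Not all members moved. *DptA*, *CecB* and *Drsl5* stayed at the low end in both genotypes, and *Drs* ranged from 4.36 to 10.99 in wild type and from 4.87 to 9.40 in mutants, with no difference between the genotypes (-0.22, limma adjusted p = 0.951). *AttA* and an entry shared by *AttA* and *AttB* may report the same transcripts in part, so the entries are not all independent. The list passed under every alternative except camera with an estimated correlation (adjusted p = 0.0773, range over the alternatives 1.33e-09 to 0.0773), and its median stayed between 4.05 and 4.70 with 1 array left out.

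Fat body tissue, which also makes these peptides, could have been carried along in the mutant samples. The median difference of the 7 fat body genes was -0.92 and all 7 were lower in mutants (6 of 7 without wild type replicate 2 or after quantile normalization), which argues against more fat body tissue in the mutant samples. The size of this difference turns on single arrays. The median was -0.30 without *Apc1* mutant replicate 2, -0.39 without wild type replicate 2 and -1.62 without wild type replicate 1, and it was negative in every alternative. *Lsp2*, *Lsp1beta* and *Fbp1* had means between 1.02 and 1.57 in both genotypes, at the low end, and add little. *apolpp* was 7.80 in wild type and 6.88 in mutants, so fat body RNA may be present in both genotypes. Whether the peptide transcripts came from gut cells or from such tissue stays open. A rise that only reflects values near the low end of the RMA scale is argued against for 8 of the 11 called entries, which lay above the upper quartile on all 3 mutant arrays. It is argued against for *CecC* as well, which rose from 1.43 ± 0.15 (SD, n = 3) to 6.07 ± 1.07 (SD, n = 3) and lay above the upper quartile on 2 of the 3 mutant arrays and above the median on the third. *CecC* lies 185 places from *Apc* among the measured genes of 3R, so linked background stays open for it. The other 2, *Dro* and *Drsl3*, lay above the upper quartile on 0 of the 3 mutant arrays. *Dro* rose from 2.01 ± 0.66 to 4.42 ± 0.70 and lay above the median on all 3 mutant arrays. Its lowest mutant value, 3.97, was above 3, which argues against an effect of the low end alone for *Dro*. *Drsl3* had a mutant mean of 2.76 ± 0.45. For it an effect of the low end cannot be told apart from a rise, since its values stay in the range that the background correction moves. The size of every one of these changes still depends on the background correction, since the wild-type values are low. What stays open, as untested, is whether the mutation itself, the bacteria in the gut, an infection of the mutant cultures or a difference between the strains lies behind the rise. The 3 samples of each genotype came with no record of culture or batch that would part these.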

How the results depend on the processing

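All alternatives reported here were set in advance; of the other groupings of the arrays, that for the 2-fold count was set in advance, and those for the other 4 results were chosen only after the result was seen.

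The 814 genes changed by more than 2-fold at an adjusted p under 0.05 became between 791 and 846 with the mean of all probe sets, any probe set, median centring, quantile normalization, eBayes with trend and robust estimation, array weights or the replicate block (828 with the replicate block), and 942 when every probe set counted. Between 767 and 805 of the 814 were shared with those of these settings that keep 1 value per gene. With 1 array left out, the count was between 643 (without *Apc1* mutant replicate 3) and 816, with 609 to 705 genes shared. The count by the means alone was 969, with a range of 983 to 1026 with 1 array left out, and the count at 1.5-fold was 2018, with a range of 1955 to 2120 and 2089 with the replicate block. Increases outnumbered decreases among the 814 (415 and 399), but not among the 799 genes after quantile normalization (376 and 423), nor with the genes under a mean of 5 (237 and 268) or under the median (328 and 339) left out, with treat (97 and 131) or with an unadjusted p (458 and 471). At 1.5-fold, quantile normalization brought 1185 higher and 833 lower to 1003 and 905. No scaling moved the median difference of all genes by more than 0.1.

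Leaving out genes with a mean under 5 gave 505, 541 and 1084 genes for the 3 counts. Fewer genes were tested then, 4898 in place of 12994. All 492 of the 814 genes that were still tested passed again. limma's treat left 228 genes because it asks for a change beyond 2-fold by more than the error. Leaving out the genes under the median of all genes left 667. A stricter adjusted p of 0.01 left 558, and an unadjusted p gave 929.

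Of the 21 genes of Fig 3, 18 had an adjusted p under 0.05 in the direction of the figure, and between 12 (without *Apc1* mutant replicate 3) and 18 passed with 1 array left out. It was 14 without wild type replicate 1, *Apc1* mutant replicate 1 or *Apc1* mutant replicate 2, and 19 with the replicate block. Adjusted over the list alone, the count was 20, with a range of 19 to 20, and 13 with the genes under a mean of 5 left out, where 14 of the 21 were tested. *Socs36E*, *vn*, *spi*, *nkd*, *upd3* and *CG16749* no longer had an adjusted p under 0.05, and *lectin-24A* reached one, under settings given with the genes of Fig 3.

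Of the 18 lists, 11 passed with fry and between 9 and 12 with 1 array left out. The Jak/Stat genes did not pass without wild type replicate 1 or without any of the *Apc1* mutant replicates, the Egfr pathway genes did not pass without *Apc1* mutant replicate 2, and the ovary genes passed without wild type replicate 3. With the replicate block, 12 passed, the Malpighian tubule genes being added. All 11 passed with camera at its preset correlation, which added the ovary, fat body and Malpighian tubule genes. With camera at an estimated correlation 2 passed, the genes of Fig 3A and of Fig 3B, and the cause was not tested.

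The difference of the called gene *Rnf11* (-1.49) became 0.44 with the mean of its probe sets, which differ in direction. Of the other genes whose values are given in the text, 10 that were not called changed sign. *kay* was -0.04, but 0.61 with the mean of its probe sets, and between -0.21 and 0.10 with 1 array left out. *dve* was 0.04, but -0.01 with array weights, and between -0.23 and 0.17 with 1 array left out. With 1 array left out, *Apc* was between -0.10 and 0.32, *ebd1* between -0.02 and 0.22, *Drs* between -1.66 and 1.66, *upd2* between -0.16 and 0.07 (-0.02 with all arrays and 0.06 after quantile normalization), *DptA* between -0.06 and 0.13, *Uro* between -0.82 and 0.15, *Best2* between -0.45 and 0.40, and *Drsl5* between -0.10 and 0.17. For *kay* the probe sets themselves differ, and for the others the cause was not tested.

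The replicate numbers were not taken as pairs. The deviations from the group means of arrays with the same number correlated at 0.129, 0.197 and 0.0248, so the block is given only as an alternative. The 6 arrays can be split into 3 and 3 in 10 ways, and only 1 of the 10, the real one, gave as many genes by any of the 3 counts, as many genes of Fig 3 or as many lists. The other 9 gave 0 genes and 0 lists with limma and fry after adjustment, 214 to 308 genes by the means alone and 68 to 258 at 1.5-fold with an unadjusted p under 0.05. With 10 splits, chance cannot be excluded at a share under 0.05. The signal over background limits the sizes of the changes. Of the 814 genes, 594 had both group means at or above 3 and 16 had both under 3.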

Differences from the paper's values

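None of the tests behind these values was chosen after the result was seen, apart from the look at single probe sets of *kay*.

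The counts of 969 and 814 genes lie within 1.5 times the number that the paper gives for genes changed by more than 2-fold and for genes deregulated significantly, and neither is listed here as a difference. This depends on the setting. With the genes under a mean of 5 left out, the counts were 541 and 505, outside that range. So were 643 without *Apc1* mutant replicate 3, 558 at an adjusted p under 0.01 and 228 with treat. By the authors' step-up p under 0.05, 375 probe sets changed by more than 2-fold.

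The paper shows *kay* as up-regulated in *Apc1* mutants in Fig 3A, by RT-qPCR of RNA not analysed here. The control in Fig 3 was *Apc1* Q8*/+* heterozygotes, whereas the array controls were wild type, so the values compared here also differ in their control. On the arrays the difference was -0.04 (limma adjusted p = 0.9). It was 0.61 with the mean of its probe sets (adjusted p = 0.0912), and the second probe set gave 1.26 (adjusted p over probe sets = 0.0513). At a change of at least 1.5-fold and an unadjusted p under 0.05, *kay* is counted when any of its probe sets passes, and by the means alone it is then counted as changed by more than 2-fold.

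The paper calls the activation of *notum* significant, also by RT-qPCR against *Apc1* Q8*/+* heterozygotes. It also reports ectopic *notum-lacZ* reporter expression in *Apc1* mutant midguts. On the arrays *Notum* was dim and rose by 0.45 (limma adjusted p = 0.0795). Adjusted over all genes, it passed in none of the 6 fits with 1 array left out (adjusted p between 0.0632 and 0.222), and it passed adjusted over the list alone (adjusted p = 0.0155). The second *Notum* probe set lay at the low end, at 1.47 in wild type and 1.55 in mutants. With the mean of its probe sets *Notum* rose by 0.27 (adjusted p = 0.37). *lectin-24A*, shown as down-regulated in Fig 3B, passed adjusted over the list alone (adjusted p = 0.0101), with the genes under the median left out (0.0449), with array weights (0.0431), with the replicate block (0.00412) and without wild type replicate 2 (0.006).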

Other observations

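The tests on chromosome arm 3R as a whole and on tissue carry-over among all called genes were set in advance, and the tests on distance from *Apc*, second probe sets, tissue carry-over by the means alone, the largest decreases, the copper cell region, *salt* and *NaPi-T*, the germline genes and the cell cycle list were chosen only after the result was seen.

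The transcripts of the genes the paper studies by genetics were measured too. *ewg* was 5.38 ± 0.20 (SD, n = 3) in wild type and 5.76 ± 0.34 (SD, n = 3) in *Apc1* mutants (0.38, limma adjusted p = 0.266). *upd2*, at the low end of the scale, did not differ (-0.02, limma adjusted p = 0.962). *ebd1* differed by 0.14 (limma adjusted p = 0.633). *ebd2* was dim and rose from 2.78 ± 0.06 to 3.82 ± 0.44 (1.05, limma adjusted p = 0.0216), and it did not pass without wild type replicate 1 (adjusted p = 0.0615) or without wild type replicate 3 (adjusted p = 0.0628). *Apc2*, the paralog of *Apc1*, rose by 0.38 (limma adjusted p = 0.081), and passed with the genes under a mean of 5 left out (0.0393) or under the median left out (0.0484). *arm* rose by 0.46 (limma adjusted p = 0.0353) and *pan* fell by 0.62 on the log2 scale (limma adjusted p = 0.0219), but *arm* passed only without wild type replicate 2 (adjusted p = 0.0386) and *pan* only without wild type replicate 2 (adjusted p = 0.0276) among the 6 fits with 1 array left out, with adjusted p up to 0.114 and 0.0869. With the replicate block neither passed (0.0754 and 0.0547), nor did *pan* with the mean of its probe sets (-0.27, adjusted p = 0.275). *w*, which bears on the strains, was dim in both genotypes, at 3.59 ± 0.30 in wild type and 2.89 ± 0.20 in mutants (-0.70, limma adjusted p = 0.0464). It passed in 5 of 12 alternatives, so it does not settle which strain served as the control.

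The lists of cell type markers moved apart. The 6 progenitor markers were all higher in *Apc1* mutants (median 0.51, fry adjusted p = 0.000418), among them *esg* (1.10, limma adjusted p = 0.000761) and *mira* (1.49, limma adjusted p = 0.0017). The enteroendocrine markers were higher as a list (median 0.95, fry adjusted p = 0.00365; 10 of 14 higher), but *NPF* fell by 1.78 on the log2 scale (limma adjusted p = 0.00939) while *Dh31* rose by 1.76 (limma adjusted p = 0.00279). The enterocyte markers were lower (median -0.80, fry adjusted p = 0.00452; 19 of 28 lower), with 12 called lower and 2 higher. Apart from *nub* and *Myo31DF*, this list holds enzyme genes. Both *nub* (0.53, limma adjusted p = 0.0791) and *Myo31DF* (0.47, limma adjusted p = 0.059) were higher with no overlap between the groups, without passing. The fall of the list therefore does not show that enterocytes were fewer. The septate and adherens junction genes were higher (median 0.46, fry adjusted p = 0.00437; 10 of 11). Of the pathway lists, the Wingless target genes (median 0.99, fry adjusted p = 0.00365; 3 of 3 higher), the Egfr pathway genes (0.74, fry adjusted p = 0.0114; 8 of 9) and the Jak/Stat genes (0.35, fry adjusted p = 0.0357; 5 of 7) were higher. The genes of Fig 3A (median 1.46, fry adjusted p = 0.000162) and of Fig 3B (median -2.41, fry adjusted p = 3.52e-05) share members with the pathway lists and were picked by the study. The stress and JNK genes did not pass as a list (median -0.12, mean 0.18, fry adjusted p = 0.582), and their members went opposite ways. The 5 higher entries, all of Hsp genes, differed by 0.58 to 1.10, with SDs within a genotype of 1.54 to 1.97. The 7 others were lower, by at most 0.45 on the log2 scale. A shift of part of this list thus stays open.

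The copper cell region markers were the list with the largest decrease (median -3.20, fry adjusted p = 0.000723). *lab* fell by 4.46 on the log2 scale, *Ptx1* by 1.93 and *Vha100-4* by 6.63, and the smallest fall of *Ptx1* under any alternative was 1.08, with the mean of its probe sets. The fourth, *dve*, did not change (0.04, limma adjusted p = 0.941). Values near the low end of the RMA scale could give such a fall, but all 3 lowered genes lay above the upper quartile on all 3 wild-type arrays, which argues against this. The sizes for *lab* and *Vha100-4* depend on the background correction, since their mutant means were 2.15 and 1.76. A loss of copper cells, a change in which part of the midgut was dissected and a change of transcription within the cells stay open, as untested.

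Genetic background linked to the mutated chromosome could contribute to the changes, since *Apc* lies on arm 3R. Of the measured genes on 3R, 6.42% were called, against 6.25% on the other arms (2-sided Fisher's exact p = 0.733). Of the 200 genes next to *Apc*, 7.50% were called, against 6.35% of the rest of 3R (2-sided Fisher's exact p = 0.549). Of the called genes with a known place, 585 lie on the other arms. This argues against linked background as the source of the calls as a whole, while differences between strains on every arm stay open. Of the 20 largest decreases, 9 lie on 3R (45.0%), against 28.0% of the other 368 lowered genes (2-sided Fisher's exact p = 0.127). With neighbouring genes counted once, their median distance from *Apc* was 313 places, against 1088 for the other lowered genes on 3R (2-sided permutation test, p = 0.0591), so for the largest decreases linked background cannot be told apart from chance with 6 places left. Of the 20 largest increases, 8 lie on 3R (40.0%), against 21.2% of the other raised genes (2-sided Fisher's exact p = 0.0569), and with neighbours counted once their median distance from *Apc* was 185 places, against 1019 (2-sided permutation test, p = 0.0134, and 0.0542 with *CG17191*, which lies beside 3 of the largest decreases, left out). Linked background is thus a candidate explanation for some of the largest changes near *Apc*, as a hypothesis. *CG6296*, *CG6295* and *CG17192* are neighbours among the measured genes, and *CG17191* next to them rose by 5.19 (limma adjusted p = 1.99e-06), from 1.64 to 6.83. *CG9682* and *CG18404* are neighbours as well.

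Sequence differences between strains under the probes could mimic a loss of expression. Of the called genes, 26 had a second probe set with a group mean of at least 5, and in 84.6% of these it moved by over 0.5 in the direction of the first. The median change of the second probe set in the direction of the first was 1.37, against 1.45 for the first. This argues against probe sequence for most of these 26 and leaves the called genes without a second bright probe set open. Exceptions show what may happen elsewhere. *Mef2* fell by 5.43 on the log2 scale on its brightest probe set, from 10.41 to 4.99, while its other 3 probe sets changed by -0.46, -0.34 and 0.25. *Rnf11* went down on 1 probe set (-1.49) and up on another (2.37), and *Myo28B1* moved on 1 only (-1.26 against 0.02), and was not called without *Apc1* mutant replicate 3 (adjusted p = 0.0506). A sequence variant and a change of transcript isoform stay open for these genes.

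Tissue carried along in the dissection could add genes to the count. Of the 47 genes on the lists of the 5 neighbouring tissues, 4.26% were called, against 6.26% of all genes. These are 2 genes where 2.94 would be expected (2-sided Fisher's exact p = 0.768), so carry-over cannot be told apart from none by the calls, with so few genes on the lists. By the difference of the means alone, 9 of the 47 (19.1%) changed by more than 2-fold, against 7.46% of all genes (2-sided Fisher's exact p = 0.00712, with genes taken as independent; between 0.000144 and 0.0912 with 1 array left out, the highest without wild type replicate 2). Of the 9, 8 were lower in mutants, 3 fat body, 3 ovary and 2 Malpighian tubule genes, and 1 muscle gene was higher. Tissue in the wild-type samples is thus a candidate explanation for some of the decreases by the means, as a hypothesis. The ovary and eggshell genes (median -0.23, fry adjusted p = 0.158), the fat body genes (adjusted p = 0.147), the Malpighian tubule genes (-0.53, fry adjusted p = 0.244), the muscle genes (0.17, fry adjusted p = 0.582) and the hindgut genes (-0.10, fry adjusted p = 0.877) did not pass as lists with fry, though the first 3 passed with camera at its preset correlation. The 2 called genes, *salt* and *NaPi-T*, belong to the Malpighian tubule list and fell by 2.79 and 1.79 on the log2 scale, while the 3 other genes of that list above the median of all genes, *Uro*, *Irk3* and *Best2*, changed by -0.44, -0.58 and -0.07. Tubule tissue brings all of these transcripts. The difference of *salt* lies at least 3.76 standard errors below each of the 3, which argues against tubule tissue as the whole cause of its fall. For the dimmer *NaPi-T* the smallest gap is 1.95 standard errors, so tubule tissue cannot be told apart from a fall of its own with 3 samples per genotype. *NaPi-T* did not pass without wild type replicate 1 (adjusted p = 0.0574), *Apc1* mutant replicate 1 (0.096), *Apc1* mutant replicate 2 (0.0689) or *Apc1* mutant replicate 3 (0.0859).

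The wild-type samples differed from each other in germline genes. *osk* was 3.24, 6.33 and 1.36 in wild type replicates 1, 2 and 3, *nanos* 3.75, 5.52 and 1.69, and *CycB* 4.37, 5.73 and 1.72. A candidate explanation is ovary tissue in some wild-type samples. Of 25 other female germline genes, 17 were highest in wild type replicate 2 and lowest in replicate 3, an order that 16.5% of all genes had (1-sided exact binomial p = 1.36e-08, with genes taken as independent), which is consistent with ovary tissue. Their medians were 2.32, 3.72 and 1.92 in wild type and 1.94 to 2.22 in mutants. Of the 25, 20 were lower in mutants, but the 1 that was called was higher (1.30, limma adjusted p = 0.00969). *nanos* and *CycB* were called as lower without wild type replicate 3, by -3.47 (adjusted p = 0.012) and -2.76 (adjusted p = 0.011), and neither was called in the other 5 fits with 1 array left out.

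The cell cycle genes did not pass as a list (median -0.06, mean -0.07, fry direction up, adjusted p = 0.877). The paper, by contrast, reports more dividing cells after knockdown of *Apc1* in adults. Most of the list was dim, with medians between 2.37 and 4.03 on the arrays, so a change may go unseen in it. With the genes under the median of all genes left out, 8 of the 26 remained, 5 higher and 3 lower (median 0.24, fry adjusted p = 0.478). Single members were higher. *RnrS* rose by 2.15 (limma adjusted p = 0.00111) and passed in all 14 alternatives. *BubR1* (0.56, limma adjusted p = 0.0322) and *pav* (0.74, limma adjusted p = 0.0422) passed as well, each in 5 of 12 alternatives. Each passed in 1 of the 6 fits with 1 array left out. That was without wild type replicate 2 for *BubR1* (adjusted p = 0.0422) and without *Apc1* mutant replicate 1 for *pav* (adjusted p = 0.0317). *BubR1* went from 2.70 to 3.26 and *pav* from 1.62 to 2.35, so an effect of the low end of the scale stays open for both. Germline RNA in the wild-type samples may hide a rise, since 20 of the 26 cell cycle genes had the same order among the wild-type replicates. Without wild type replicate 2, with the highest germline values, the median was 0.20 and the adjusted p was 0.302, and without wild type replicate 3 the median was -0.22 (range of the adjusted p over the alternatives 0.0848 to 0.964). The list thus turns on single wild-type samples, and ovary tissue cannot be told apart from an unchanged list with 3 samples per genotype.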
